# Annotation of Differential Gene Expression in Small Yellow Follicles of a Broiler-Type Strain of Taiwan Country Chickens in Response to Acute Heat Stress

**DOI:** 10.1371/journal.pone.0143418

**Published:** 2015-11-20

**Authors:** Chuen-Yu Cheng, Wei-Lin Tu, Shih-Han Wang, Pin-Chi Tang, Chih-Feng Chen, Hsin-Hsin Chen, Yen-Pai Lee, Shuen-Ei Chen, San-Yuan Huang

## Abstract

This study investigated global gene expression in the small yellow follicles (6–8 mm diameter) of broiler-type B strain Taiwan country chickens (TCCs) in response to acute heat stress. Twelve 30-wk-old TCC hens were divided into four groups: control hens maintained at 25°C and hens subjected to 38°C acute heat stress for 2 h without recovery (H2R0), with 2-h recovery (H2R2), and with 6-h recovery (H2R6). Small yellow follicles were collected for RNA isolation and microarray analysis at the end of each time point. Results showed that 69, 51, and 76 genes were upregulated and 58, 15, 56 genes were downregulated after heat treatment of H2R0, H2R2, and H2R6, respectively, using a cutoff value of two-fold or higher. Gene ontology analysis revealed that these differentially expressed genes are associated with the biological processes of cell communication, developmental process, protein metabolic process, immune system process, and response to stimuli. Upregulation of heat shock protein 25, interleukin 6, metallopeptidase 1, and metalloproteinase 13, and downregulation of type II alpha 1 collagen, discoidin domain receptor tyrosine kinase 2, and Kruppel-like factor 2 suggested that acute heat stress induces proteolytic disintegration of the structural matrix and inflamed damage and adaptive responses of gene expression in the follicle cells. These suggestions were validated through gene expression, using quantitative real-time polymerase chain reaction. Functional annotation clarified that interleukin 6-related pathways play a critical role in regulating acute heat stress responses in the small yellow follicles of TCC hens.

## Introduction

Global warming increases environmental temperatures and affects not only humans but also livestock [1,2,3]. Animal exposure to hot environments deleteriously affects their reproductive functions. In females, heat stress adversely affects oogenesis, oocyte maturation, fertilization, and embryo development and implantation rate [4,5]. In chickens, high ambient temperatures affect their endocrine systems and reproductive and egg-laying performance [6]. Thus, in tropical areas, such as Taiwan, high temperatures and humidity during summer induce stress in poultry. The average temperature in Taiwan has increased by 0.8°C in past decades, with summer temperature and humidity reaching 38°C and 80%, respectively (http://www.cwb.gov.tw/V7/index.htm).

Approximately 12,000 oocytes are present in the ovary of a mature hen. However, only a few hundred oocytes are selected for ovulation and subsequent egg formation. A functional hen ovary contains hundreds of white cortical follicles with a diameter of 1–5 mm, small yellow follicles (SYFs) with a diameter of 6–8 mm, and large yellow preovulatory hierarchy follicles with a diameter of 9–40 mm [7,8]. The SYFs are in a crucial prehierarchical stage related to the development of follicles and the laying performance [9]. A single follicle is selected from the SYF pool every day to join the group of preovulatory follicles destined for ovulation [10,11].

The normal body temperature of chicken is 40–41°C [12]. Panting is the primary mode of heat dissipation in birds. Heat insults exceeding the capacity of bodily thermoregulation detrimentally affect production performance. Taiwan country chickens (TCCs) are native, slow-growing breeds and exhibit higher thermotolerance than do nonnative breeds [13,14]. Broiler-type B strain TCCs have been bred for body weight and comb size for over 20 generations [15]. A few reports have investigated differential gene expression in chickens in response to heat stress [13,16,17,18]; however, the effect of acute heat stress on global gene expression in the ovary, particularly in native chickens of tropical regions, has not been explored. This study thus aimed to analyze the global mRNA expression of SYF in TCCs as a basis for delineating the mechanism of acute heat stress response in chicken hens.

## Materials and Methods

### Experimental animals and management

Twelve 30-wk-old broiler-type B strain TCC hens originally bred for meat production by National Chung Hsing University [19,20] were used in this study. The care and use of all animals in the study were complied with the guidelines and was approved by the Institutional Animal Care and Use Committee of National Chung Hsing University (Taichung, Taiwan; IACUC No. 102–06). The hens, housed in individual cages at 18 wk of age, peaked in egg production at 30 weeks [15]. The hens were placed in a climate chamber for over 2 weeks for adaptation under conditions of a light:dark photoperiod of 14:10 h at 25°C and 55% relative humidity (RH) before acute heat stress treatment. Feed and water were provided ad libitum, including the acute heat stress and recovery periods.

### Conditions of acute heat stress and sample collection

After adaptation, hens were randomly allocated to four groups (three hens in each group). The control group was maintained at 25°C and 55% RH throughout the experiment. The hens in the other three groups were treated with an acute heat stress at 38°C for 2 h without recovery (H2R0), at 25°C with 2-h recovery (H2R2), and at 25°C with 6-h recovery (H2R6). The light: dark photoperiod and RH during the heat stress treatment and recovery remained the same as the adaptation period. Physiological parameters (respiratory rate and body temperature) were recorded during treatment and recovery. The respiratory rate was measured by counting the panting breaths of the chickens for 15 sec and the value was multiplied by 4 to give the number of breaths per min. The body temperature was obtained by introducing an alcohol thermometer into the cloaca of the chickens and recorded until the reading was stable. The hens were sacrificed by electric stunning and followed by bleeding from carotid artery at the end of each time point; their SYF were collected, placed overnight in cryogenic vials with 0.5 mL of RNAfter (GMbiolab Co, Ltd, Taichung, Taiwan) at 4°C, and stored at −80°C until RNA isolation. The time from sacrificing to the sample collection was limited to within 10 min.

### Gene expression analysis in response to acute heat stress through microarray analysis

A chicken 44K oligo microarray (Agilent Technologies, Santa Clara, CA, USA) was used to determine differential gene expression between the control and acute-heat -stressed groups [13]. RNA isolated from the SYF of each hen was used for reverse transcription. The second strand complementary DNA (cDNA) was synthesized from 1 μg of the total RNA and amplified using a Quick-Amp Labeling Kit (Agilent Technologies). The cDNA served as the template for in vitro transcription for producing the target cRNA in the presence of Cy3-CTP (CyDye, Agilent Technologies). In total, 1.65 μg of Cy3-labled cRNA was fragmented to an average size of approximately 50–100 nucleotides through fragmentation buffer incubation at 60°C for 30 min. Subsequently, the corresponding fragment-labeled cRNA was hybridized to the microarray at 65°C for 17 h. After washing and drying, using a nitrogen gun, the microarrays were scanned using a microarray scanner (Agilent Technologies) at 535 nm for Cy3. The scanned images were analyzed using Feature Extraction 10.5.1.1 software (Agilent Technologies) and normalized for quantifying the signal and background intensities of each feature. Data was acquired using the following criteria: (1) p < 0.01 for gene expression difference using GeneSpring software (Agilent Technologies). (2) A distinct signal from the microarray image flagged by the software. (3) A false discovery rate of < 0.05. Results of the microarray analysis were filtered from the features when flags were present or marginal in at least one of the four groups (control, H2R0, H2R2, and H2R6). The dataset of microarray analysis were submitted to Gene Expression Omnibus in the National Center for Biotechnology Information under an accession number of GSE71091.

### Gene annotation and gene network analysis of differentially expressed genes

The differentially expressed genes with known identities or with homologous sequences and functional definitions were categorized using the Gene Ontology (GO, http://www.geneontology.org/) and PANTHER (http://www.pantherdb.org/) databases according to their cellular components, biological processes, and molecular functions. Functional pathway analysis was performed using the STRING database (http://string-db.org/). Differentially expressed genes were input for generating biological networks by comparing the input list with a reference list from human databases.

### Validation of gene expressions by using quantitative real-time polymerase chain reaction

Eight differentially expressed genes that played a critical role in the annotation analysis in response to acute heat stress—heat shock protein 25 (*HSP25*); interleukin 6 (*IL6*); vitellogenin 2 (*VTG2*); metalloproteinase 13 (*MMP-13*); polymerase I and transcript release factor (*PTRF*); collagen, type II, alpha 1 (*COL2A1*); discoidin domain receptor tyrosine kinase 2 (*DDR2*); and Kruppel-like factor 2 (*KLF2*) were validated using a quantitative real-time polymerase chain reaction (qRT-PCR) analysis [13]. The sample set used in the microarray analysis was used for validation. The qRT-PCR primers and their predicted product sizes are listed in Table 1. The qRT-PCR reactions were performed on the Roche Light-Cycler Instrument 1.5 using a Light-Cycler FastStart DNA MasterPLUS SYBR Green I kit (Roche Cat. 03 515 885 001, Castle Hill, Australia). For the PCR, 2 μL of master mix, 2 μL of 0.75 mM forward and reverse primer, and 6 μL of cDNA samples were used, with each sample tested three times. The RT-PCR program was run at 95°C for 10 min, 40 cycles each at 95°C for 10 s, 60°C for 15 s, and 72°C for 10 s; subsequently, a melt curve analysis was performed. At the end of each RT-PCR run, the data were automatically analyzed by the system and an amplification plot was generated for each cDNA sample. From each of these plots, the LightCycler3 data analysis software automatically calculated the crossing point value (Cp; the crossing point corresponds to the first maximum of the second derivative curve), which was interpreted as the beginning of exponential amplification. The fold expression or repression of the target gene relative to the internal control gene, GAPDH, in each sample was calculated [13]. For consistency with the microarray analysis, the cutoff value for the differentially expressed genes was set to two-fold or higher.

**Table 1:** Primers and product size of genes used for validation using quantitative real-time polymerase chain reaction.

Gene symbol^a^	GenBank accession number	Forward (F) primers 5'-3'	Product size (base pairs)
		Reverse (R) primers 5'-3'	
*HSP25*	NM_001010842	F: CCGTCTTCTGCTGAGAGGAGTG	117
		R: ACCGTTGTTCCGTCCCATCAC	
*IL6*	NM_204628	F: AGCAAAACACCTGTTACATTTCT	96
		R: AGTCTGGCTGCTGGACATTT	
*VTG2*	NM_001031276	F: CAGCCTAACTGACAAACAGATGAAG	100
		R: GCATTCCTCATTCTCACATGAACAC	
*MMP13*	AF070478	F: TTGGTGCTAAGTATAGATGAATGCC	131
		R: TGTAGGTAGTCAGTGCTTGTTCG	
*PTRF*	NM_001001471	F: CCCTGCCTGCTAGGACAAG	149
		R: AGGTCTGGGCTCTGGAAGG	
*COL2A1*	NM_204426	F: CACTGAACGGATGGCACGAC	137
		R: CCTCCACCCGCCCTACG	
*DDR2*	CR387623	F: TGCGGACGGGAGGAACTG	103
		R: AGCAATAGGGTACTGCGAATGG	
*KLF2*	XM_418264	F:CGCCGAGGATTGGACACAG	139
		R: CACGGAGTTCACCCTTCACAG	
*GAPDH*	NM_204305	F: CATCACAGCCACACAGAAGA	122
		R: TGACTTTCCCCACAGCCTTA	

^a^ Abbreviations: *HSP25*, heat shock protein 25; *IL6*, interleukin 6; *VTG2*, vitellogenin 2; *MMP13*, metalloproteinase 13; *PTRF*, polymerase I and transcript release factor; *COL2A1*, type II alpha 1 collagen; *DDR2*, discoidin domain receptor tyrosine kinase 2; *KLF2*, Kruppel-like factor 2; *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase.

### Statistical analysis

The physiological parameters of the control and heat-stressed hens during acute heat stress and recovery were analyzed using a Student *t* test in Statistical Analysis System software [21]. Multiples of changes in the microarray and qRT-PCR analysis of each individual of each group are presented as the arithmetic mean of the three replicates.

## Results

### Effect of heat stress on physiological parameters in broiler-type B strain TCCs

To evaluate the response of hens to acute heat stress, the hens were exposed to 38°C heat stress for 2 h. The acute heat stress increased the respiratory rate and body temperature immediately after the heat treatment began (p < 0.05; Fig 1). The hens started panting 30 min after heat stress, which continued until 1 h of recovery after the heat stress. The respiratory rate and body temperature normalized during the recovery period.

**Fig 1:**
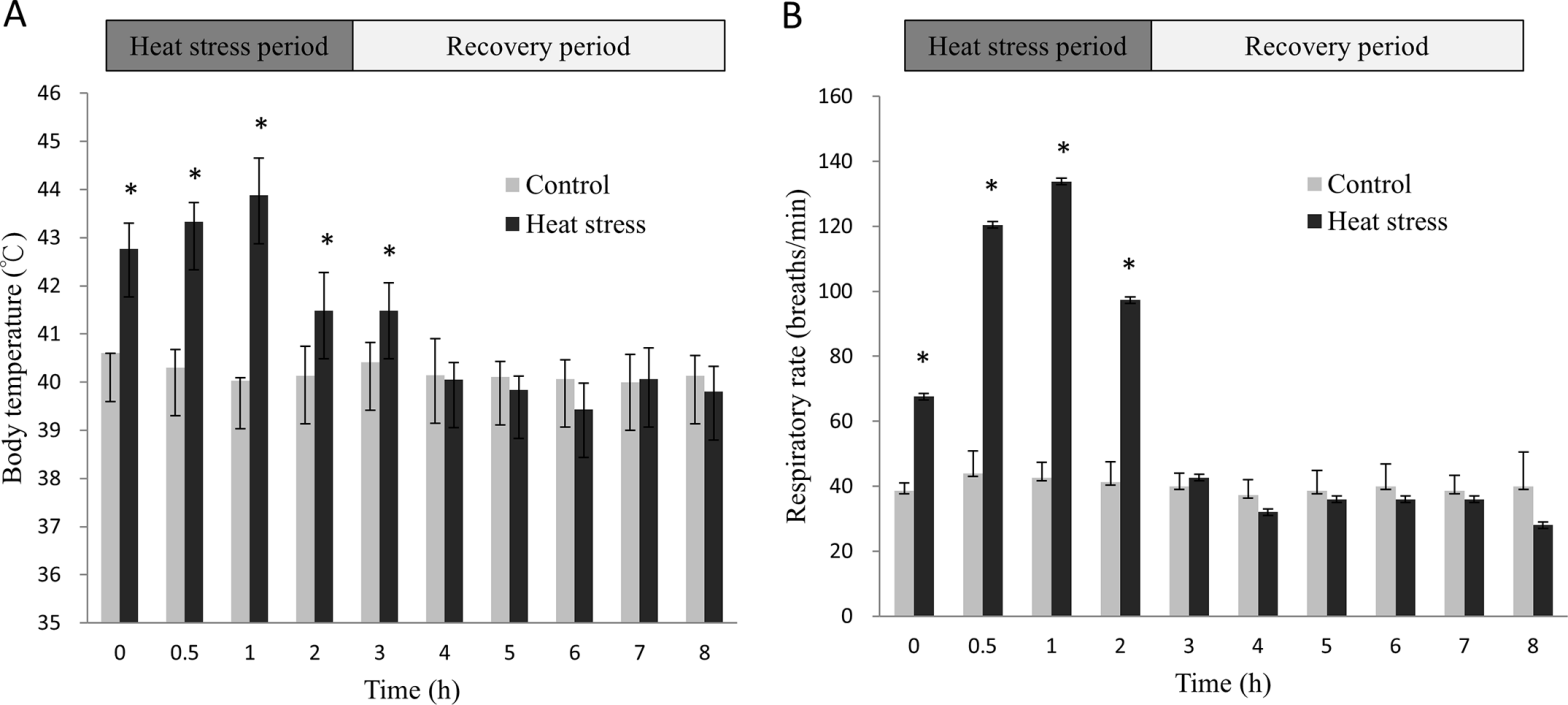
Body temperature (A) and respiratory rate (B) of acute-heat-stressed and control hens during stress and recovery periods. Data are mean ± standard error (n  =  12; n  =  6 and n  =  3 in groups with 2-h and 6-h recovery after heat stress, respectively). * Values differed between heat-stressed and control groups (p < 0.05).

### Effects of heat stress on gene expressions in the SYFs of broiler-type B strain TCCs after acute heat stress

The mRNA profile of SYFs from control and heat-stressed hens were analyzed using a microarray. 

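SYF RNA of 12 hens, 3 in each of the control, H2R0, H2R2 and H2R6 groups, was measured on 12 one-colour Agilent chicken oligonucleotide arrays, 1 array per hen. The hens were 30 weeks old and the follicles 6 to 8 mm in diameter. Control hens were kept at 25°C, and heated hens spent 2 h at 38°C followed by 0, 2 or 6 h at 25°C. The paper's methods give 1 μg of total RNA and a Quick-Amp kit for the labeling, whereas the deposited sample descriptions give 0.2 μg and a Low Input Quick-Amp kit. The authors hybridized 1.65 μg of labeled cRNA at 65°C for 17 h and extracted the spots with Feature Extraction 10.5.1.1. The deposited scanner tables hold background-subtracted Cy3 intensities that were not scaled between arrays. The arrays lay on 3 slides. Slide 1 held the 3 control hens and H2R0 replicate 1, slide 2 held H2R0 replicates 2 and 3 and H2R2 replicates 1 and 2, and slide 3 held H2R2 replicate 3 and the 3 H2R6 hens. Slide and treatment were therefore largely confounded. Each array carried 43603 probes. The share of probes well above background was 93.5 to 94.6% in control hens, 94.7 to 95.4% at H2R0, 93.5 to 96.7% at H2R2 and 92.7 to 93.9% at H2R6. The 75th percentile of intensity was 2066.6 to 2234.4 (median 2119.8) in control hens, 1322.0 to 2421.9 (median 1388.8) at H2R0, 2022.4 to 2225.3 (median 2073.2) at H2R2 and 1550.7 to 2068.7 (median 1845.8) at H2R6. No spot was saturated. Intensities were taken to log2 and each array's 75th percentile was subtracted, so that levels below are log2 values relative to that percentile. On this scale the median of all probes differed from control by 0.111 at H2R0, -0.035 at H2R2 and -0.06 at H2R6. Probes well above background on every array of at least 1 group were kept, which left 41203, and 41202 of them were tested with limma's empirical Bayes test in 1 fit of all 12 arrays. A probe passed when it changed at least 2-fold with a Benjamini-Hochberg adjusted p below 0.05, and each standard error (SE) is limma's. The number of hens, 3 per group, limits the precision of every value.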

When using a cutoff value of a two-fold change, 406 genes showed differential expression on treatment (p < 0.05). 

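None of the 41202 tested probes passed a 2-fold change together with an adjusted p below 0.05 in limma, with a count of 0 for H2R0, 0 for H2R2 and 0 for H2R6 against control. The smallest adjusted p was 0.359 at H2R0, 0.415 at H2R2 and 0.215 at H2R6. At an unadjusted p below 0.05 there were 5701 probes at H2R0, 2701 at H2R2 and 5711 at H2R6, where 2060 would be expected with no change in any probe. Of these, 1221, 359 and 666 probes also changed at least 2-fold, and together they made up 1932 distinct probes. With no change in any heated group, 50 simulated data sets gave a mean of 689.4 such distinct probes and at most 755. The simulated probes varied independently of each other, which probes on real arrays do not. The simulated counts therefore vary too little for their maximum to be a limit of chance. At an unadjusted p below 0.01 with the 2-fold cutoff, the counts were 344, 167 and 344. A 2-fold difference of the group means without any test was found for 1777, 601 and 1037 probes. A Student's t-test per probe, adjusted in the same way, left 1 probe at H2R0, 0 at H2R2 and 0 at H2R6. The 3 heated hens lay beyond all control hens for 8236 probes (20%) at H2R0, 6629 (16.1%) at H2R2 and 9770 (23.7%) at H2R6, where chance gives 10%. Among the other settings tried with this threshold, leaving out H2R0 replicate 2 moved the result most, to 1442 probes at H2R0. The paper concludes that heat stress alters SYF gene expression.

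**Figure D1:**
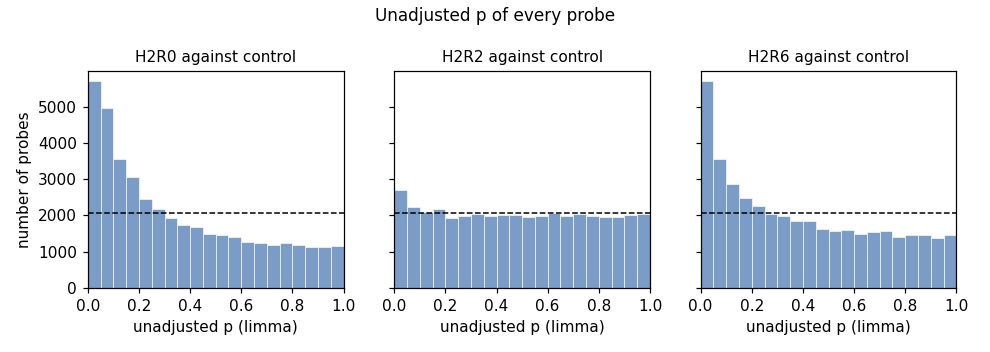
Number of probes in each of 20 bins of limma's unadjusted p for H2R0, H2R2 and H2R6 against control (3 hens per group). The dashed line marks the number expected per bin with no change. Below an unadjusted p of 0.05 lie 5701, 2701 and 5711 probes, where 2060 would be expected.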

The expression patterns of the 406 distinct genes are presented in Fig 2. Compared with the control group, the H2R0, H2R2, and H2R6 groups differed in 203, 90, and 147 genes, respectively; 69, 51, and 15 gene transcripts upregulated (S1 Table) and 58, 15, and 56 genes downregulated (S2 Table) specifically in the H2R0, H2R2, and H2R6 groups, respectively. 

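At the results section's cutoff of 2-fold and an unadjusted p below 0.05, limma gave 739 higher and 482 lower probes at H2R0, 205 higher and 154 lower at H2R2, and 232 higher and 434 lower at H2R6. Each of these 6 sets shrank to 0 after Benjamini-Hochberg adjustment. Higher in a single group were 629 probes at H2R0, 148 at H2R2 and 150 at H2R6. Simulated data with unchanged heated groups gave means of 94.2, 95.1 and 93.7 for these sets, and at most 113, 125 and 113. Lower in a single group were 339 probes at H2R0, 103 at H2R2 and 278 at H2R6, against simulated means of 94.4, 96 and 95.5 and maxima of 122, 120 and 115. The 103 probes lower at H2R2 alone thus stayed below the simulated maximum. Because probes were simulated independently of each other, a count above the maximum does not by itself exclude chance. A probe listed for 1 group alone is not shown to differ between groups, which is a separate comparison. Compared directly with each other, 3 probes passed both criteria between H2R2 and H2R0, 0 between H2R6 and H2R0, and 37 between H2R6 and H2R2. The unadjusted p of limma was below 0.05 for 9100, 7516 and 6163 probes, respectively. These counts depended on single hens, with 2662 between H2R2 and H2R0 without H2R0 replicate 2, and 1058 and 442 in the other comparisons without H2R2 replicate 3.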

After heat exposure, seven genes—*HSP25*, *MYOC*, *PTRF*, *RGPD1*, *SOGA3*, ChEST305c2 (*Gallus gallus* finished cDNA), and ChEST920a4 (*Gallus gallus* finished cDNA)—exhibited higher expression for all recovery times. 

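Probes were found for *HSP25*, *MYOC*, *PTRF*, *RGPD1* and ChEST305c2, and none could be matched to *SOGA3* or ChEST920a4. Over the 15 pairs of gene and recovery time, 13 were higher than control, 8 were higher by at least 2-fold, and in 8 all 3 heated hens lay above all control hens. The unadjusted p was below 0.05 in 9 pairs and the adjusted p in 0, with adjusted values from 0.219 to 0.997. Adjusted over the list alone, 7 pairs passed, which is not independent evidence because the paper chose these genes on the same hens. *MYOC* (probe A_87_P159568, chromosome 8 of galGal3, 4827877 to 4827936) was at -0.78 ± 0.49 (SD, n = 3 hens) in control, 1.25 ± 0.76 at H2R0, 0.4 ± 0.58 at H2R2 and 0.3 ± 0.78 at H2R6. Its fold changes were 4.07, 2.26 and 2.11 (SE 0.47 on the log2 scale, adjusted p = 0.359, 0.691 and 0.347), and its other probe gave 3.66, 1.96 and 1.75. *RGPD1* had 2 probes. The one with the higher mean signal, A_87_P162243 on chromosome 12, gave 1.18-, 1.03- and 1.51-fold, and the log2 difference at H2R0 became -0.14 without scaling between arrays. The other, A_87_P176048, gave 4.03-, 2.26- and 2.63-fold and was well above background on 2 of the 3 control arrays. For ChEST305c2, 3 probes matched the start of the clone name. The one with the highest mean signal, A_87_P022715 on chromosome 1, gave 1.12-, 0.728- and 0.821-fold, with control hens at 0.69, 0.24 and -1.49. Its directions changed under several settings, among them without control replicate 3 at H2R0 and without control replicate 1 at H2R6. Probe A_87_P014141 gave 3.26-, 2.95- and 2.59-fold (adjusted p = 0.359, 0.566 and 0.247), and probe A_87_P212788 gave 1.13-, 0.752- and 0.897-fold. A_87_P022715 and A_87_P212788 carry the gene name LOC418356 and A_87_P014141 does not, so the 3 may not be of 1 clone. Whether the pairs of this clone that were not higher concern the clone named in the paper therefore remains open.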

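The levels of *ABI3*, *GAL2*, *GAL7*, *SERPINB10*, *A2ML1* (alpha-2-macroglobulin-like 1) and ChEST478o11 were lower than control in all 18 pairs of gene and recovery time, and by at least 2-fold in 17. In 12 of the pairs all 3 heated hens lay below all control hens. The unadjusted p was below 0.05 in 16 pairs and the adjusted p in 0, with adjusted values from 0.215 to 0.853. Adjusted over the list alone, 16 passed, although these genes were chosen by the paper on the same hens. *ABI3* (probe A_87_P289883, chromosome 27 of galGal3, 3383316 to 3383340) was at -4.19 ± 0.39 (SD, n = 3 hens) in control, -5.61 ± 0.4 at H2R0, -5.32 ± 0.12 at H2R2 and -5.92 ± 0.35 at H2R6. The log2 differences were -1.42, -1.13 and -1.73 (SE 0.26, adjusted p = 0.359, 0.548 and 0.215), and the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 hens allow). The 2 defensin genes rested partly on 1 control hen. *GAL2* (A_87_P129023, chromosome 3, 110257704 to 110258437) was at -2.17, -1.36 and 1.31 in the control hens and *GAL7* (A_87_P035105, chromosome 3, 110246682 to 110246741) at -3.47, -2.03 and 0.45. The log2 differences of *GAL2* were -2.13, -1.27 and -3.13 (SE 0.76), and those of *GAL7* were -2.44, -1.52 and -3.46 (SE 0.83). Without control replicate 3, *GAL2* differed by -1.1, -0.25 and -2.11. With the slide as a block, both genes changed direction at H2R2, to 0.28 and 0.15. *SERPINB10* (chromosome 2) differed by -1.21, -1 and -2.62 (SE 0.43). Its probe A_87_P115493 gave 0.514-, 0.506- and 0.259-fold, and its probe A_87_P037960 only 1.07-, 0.841- and 0.851-fold. *A2ML1* (chromosome 1) differed by -1.19, -1.49 and -1.15 (SE 0.37), and ChEST478o11 (chromosome 10) by -0.98, -1.01 and -1.3 (SE 0.3).

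**Figure D2:**
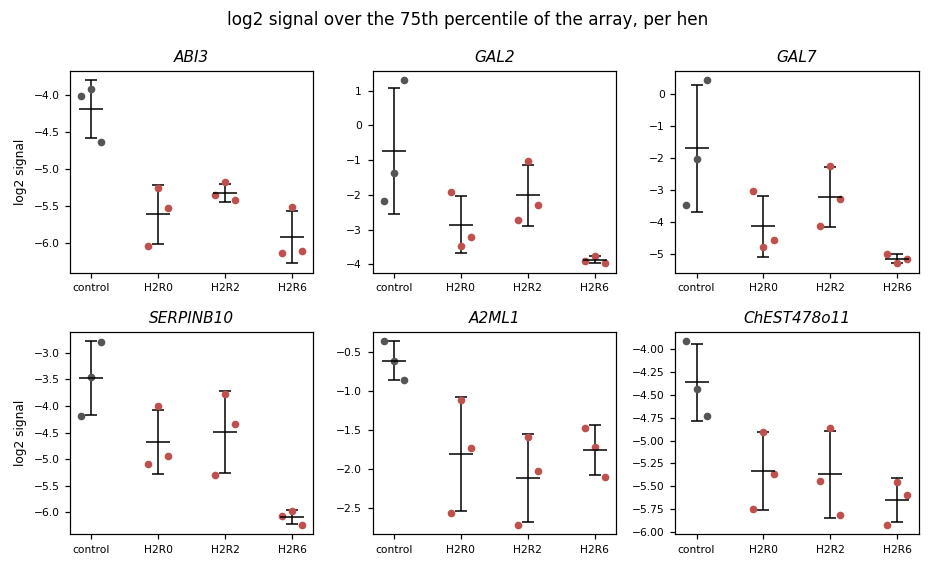
Level (log2 relative to the array's 75th percentile) of 6 probes in each hen, by group. Dots are hens, and bars are means ± SD of 3 hens. The third control hen stands at 1.31 for *GAL2* and 0.45 for *GAL7*, above the other control hens.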

The other six genes—*ABI3*, *GAL2*, *GAL7*, *SERPINB10*, alpha-2-macroglobulin-like 1 [ENSGALT00000023052], and ChEST478o11 (*Gallus gallus* finished cDNA)—exhibited downregulation for all recovery times.

**Fig 2:**
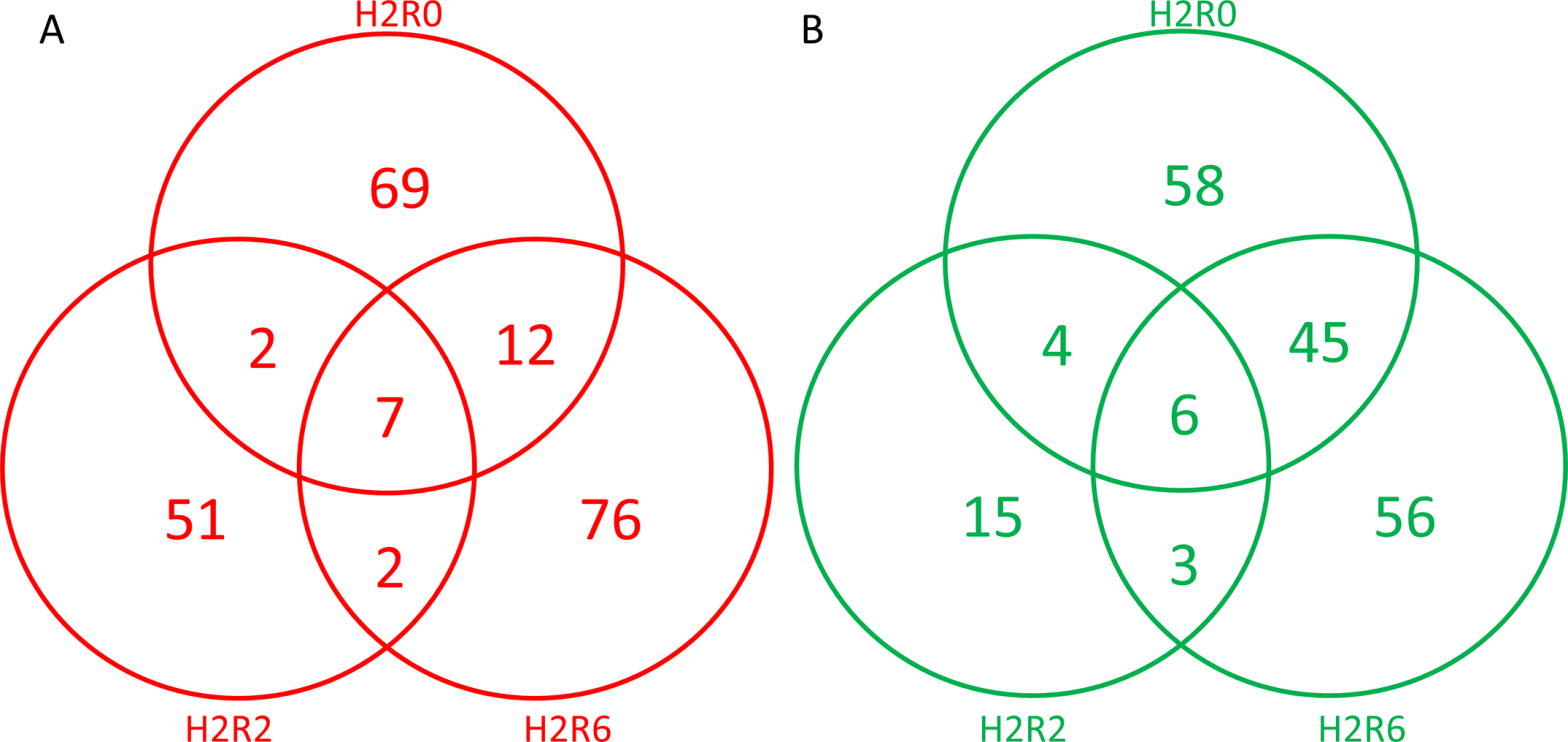
Venn diagram analysis of 219 upregulated (A) and 187 downregulated (B) genes in the small yellow follicles of broiler-type Taiwan country chickens with 38°C acute heat stress for 2 h and recovery for 0, 2, and 6 h. H2R0, recovery for 0 h after heat stress; H2R2, recovery for 2 h after heat stress; H2R6, recovery for 6 h after heat stress.

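At the 2-fold cutoff with an unadjusted p below 0.05 by limma, 1044 probes were higher and 891 lower in at least 1 heated group, and 15 were higher and 8 lower in all 3. Because the 3 comparisons share the control hens, some overlap arises without any effect of heat. Simulated unchanged heated groups that shared simulated control hens gave a mean of 10.7 probes higher in all 3 groups and at most 18, and a mean of 10.7 lower in all 3 and at most 17. Both overlaps of all 3 groups were therefore within the range of the simulated data. The overlap of H2R0 and H2R6 was larger than simulated. It held 75 higher probes, against a simulated mean of 26.6 and at most 37, and 128 lower probes, against 27.1 and at most 38. The real sets were also larger than the simulated ones, whose means were 344.6 higher and 346.2 lower probes in at least 1 group. Larger sets share more probes by themselves, and the simulated probes varied independently of each other. The larger overlap therefore does not by itself show a shared change at H2R0 and H2R6. After Benjamini-Hochberg adjustment each of these sets held 0 probes.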

### Functional categories of the differentially expressed genes in the SYFs of broiler-type B strain TCCs after acute heat stress

To characterize the functions of the differentially expressed genes, genes with known identities were subjected to GO annotation (Fig 3). The differentially expressed genes were primarily localized in the membrane, cytoplasm, nucleus, and extracellular regions. Most genes were associated with multiple biological processes and were involved in the metabolic process (26%), cellular process (18%), biological regulation (10%), developmental process (9%), immune system process (7%), localization (7%), response to stimulus (7%), and multicellular organismal process (6%). The majority of the differentially expressed genes were associated with multiple molecular functions, including protein binding (17%), hydrolase activity (13%), nucleic acid binding (11%), receptor activity (10%), transferase activity (8%), enzyme regulator activity (7%), and nucleic acid binding transcription factor activity (7%).

**Fig 3:**
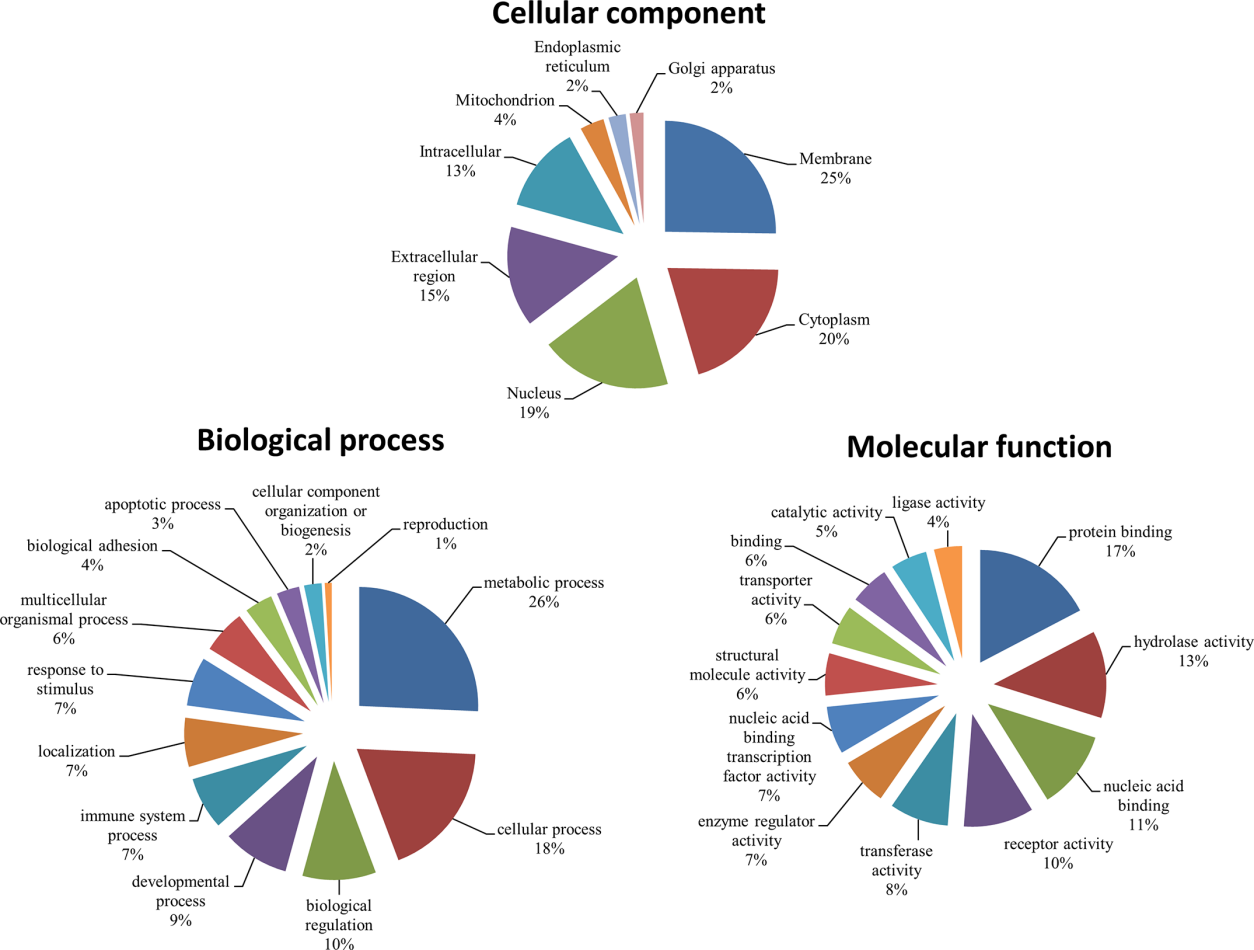
Classification of differentially expressed genes in small yellow follicles of broiler-type B strain Taiwan country chickens with 38°C acute heat stress for 2 h and recovery for 0, 2, and 6 h by cellular components (A), biological processes (B), and molecular functions (C). Only the 212 genes with known functional definitions in the Gene Ontology and PANTHER databases were included.

The functional annotation pathway analysis of the differentially expressed genes and their interrelationships are depicted in Fig 4. These networks were associated with the biological functions of reproduction, responses to stress, and regulation of such responses. 

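The network genes *IL6*, *GC*, *FGA*, *NFATC1*, *TNFRSF11B*, *CAV3*, *RAD21*, *MMP1*, *MMP13*, *BLNK*, *SMC4* and *ECT2* made up 16 pairs of gene and recovery time that the paper lists as upregulated. Of these, 15 were higher than control and 13 by at least 2-fold, and in 12 all heated hens lay above all control hens. The unadjusted p of limma was below 0.05 in 13 pairs and the adjusted p in 0, with adjusted values from 0.219 to 0.986. Adjusted over the list alone, 13 passed, on genes the paper chose from these hens. *TNFRSF11B* (probe A_87_P018558, chromosome 2 of galGal3, 141816382 to 141816441) had the tightest groups at H2R0, with 1.36 ± 0.06 (SD, n = 3 hens) in control and 2.41 ± 0.07 at H2R0, a 2.07-fold change (SE 0.2 on the log2 scale, adjusted p = 0.359; exact two-sided permutation test, p = 0.1). *NFATC1* (A_87_P169748, chromosome 2) rose 2.49-fold at H2R0 and 2.65-fold at H2R6, and H2R0 replicate 2 lay at -3.25, within the control range of -4.09 to -2.97. *FGA* (A_87_P117178, chromosome 4) was 2.49-, 1.13- and 0.929-fold of control at H2R0, H2R2 and H2R6. Its direction was not stable, with log2 differences of -0.09 for the mean of all probes at H2R2 and 1.22 with the slide as a block at H2R6. Its other probe gave 1.98-, 0.785- and 0.973-fold. *GC* (A_87_P287913, chromosome 4) was 1.12-fold at H2R0, and -0.22 on the log2 scale without scaling between arrays. Another *GC* probe, A_87_P037878, gave 3.69-fold, and A_87_P272208 gave 1.44-fold. A further probe failed the filter, with a signal well above background on 1 of the 3 control arrays, and gives no usable fold. At H2R6, *BLNK* rose 2.25-fold, *SMC4* 2.2-fold and *ECT2* 2.41-fold with the probes of S1 Table. The other probes gave 1.22-, 0.94- and 1.04-fold for *BLNK* and 1.74- and 1.41-fold for *SMC4*. *RAD21* rose 2.35-fold at H2R0, and its 2 other probes gave 0.863- and 0.942-fold.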

The major upregulated genes in the network after heat stress and recovery for 0 h were *IL6*, *GC*, *FGA*, *NFACT1*, *TNFRSF11B*, *CAV3*, and *RAD21*; for 2 h were *IL6*, *FGA*, *MMP1*, and *MMP13*; and for 6 h were *FGA*, *NFACT1*, *BLNK*, *SMC4*, and *ECT2* (S1 Table). The major downregulated genes in the network after heat stress and recovery for 0 h were *CD44*, *IL15*, *DDR2*, *KLF2*, *VCAM1*, and *ANGPT1*; for 2 h was *FGF7* only; and for 6 h were *SRC*, *VDR*, *NES*, *DDR2*, *IL1*5, *CAMP*, *KLF2*, *VCAM1*, *EFNB1*, *IRAK4*, *COL2A1*, and *PPP2R2B* (S2 Table).

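The genes listed as downregulated, with *HPSE* left aside, formed 19 pairs of gene and recovery time, of which 18 were lower than control, 16 by at least 2-fold, and 17 with all heated hens below all control hens. The unadjusted p of limma was below 0.05 in 18 pairs and the adjusted p in 0, with adjusted values from 0.215 to 0.548. Adjusted over the list alone, 18 passed, again on genes chosen from these hens. *IL15* (probe A_87_P037851, chromosome 4 of galGal3, 31161179 to 31161822) was at 0.1 ± 0.49 (SD, n = 3 hens) in control, -1.89 ± 0.63 at H2R0 and -1.19 ± 0.98 at H2R6, or 0.251- and 0.409-fold of control (SE 0.49 on the log2 scale, adjusted p = 0.359 and 0.295; exact two-sided permutation test, p = 0.1 for each). *CD44* had 2 probes that moved apart at H2R0. The one with the higher mean signal, A_87_P013095 on chromosome 5, gave 1.44-fold (adjusted p = 0.362) and the other, A_87_P016337, gave 0.38-fold (adjusted p = 0.359). The mean of both probes differed from control by -0.43 on the log2 scale. *ANGPT1* (chromosome 2) was at 0.575-fold at H2R0, and at 0.769-fold with its other probe. At H2R6, *SRC* (chromosome 20) was at 0.459-fold, *VDR* at 0.473-fold, *NES* (chromosome 25) at 0.46-fold, *CAMP* (chromosome 2) at 0.407-fold, *IRAK4* (chromosome 1) at 0.462-fold and *PPP2R2B* (chromosome 13) at 0.463-fold. The 10 other *SRC* probes lay between 0.708- and 1.61-fold at H2R6, none of them 2-fold lower. Other probes gave 0.497-fold for *VDR*, 0.503-, 1.06- and 0.398-fold for *NES*, 0.175- and 0.187-fold for *CAMP*, and 0.509-, 0.692- and 0.618-fold for *IRAK4*. Another *CAMP* probe was also lower, with a signal well above background on 1 of the 3 H2R6 arrays. The reported *CAMP* probe overlapped with control, whose hens were at -3.04, -2.11 and -0.75. *EFNB1* (chromosome 4) was at 0.624-fold with the probe of the highest mean signal and at 0.473-fold with its other probe. *HPSE*, which Fig 4 shows for H2R0, was at 0.546-fold (adjusted p = 0.359), and its 2 other probes at 1.15- and 0.762-fold.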

**Fig 4:**
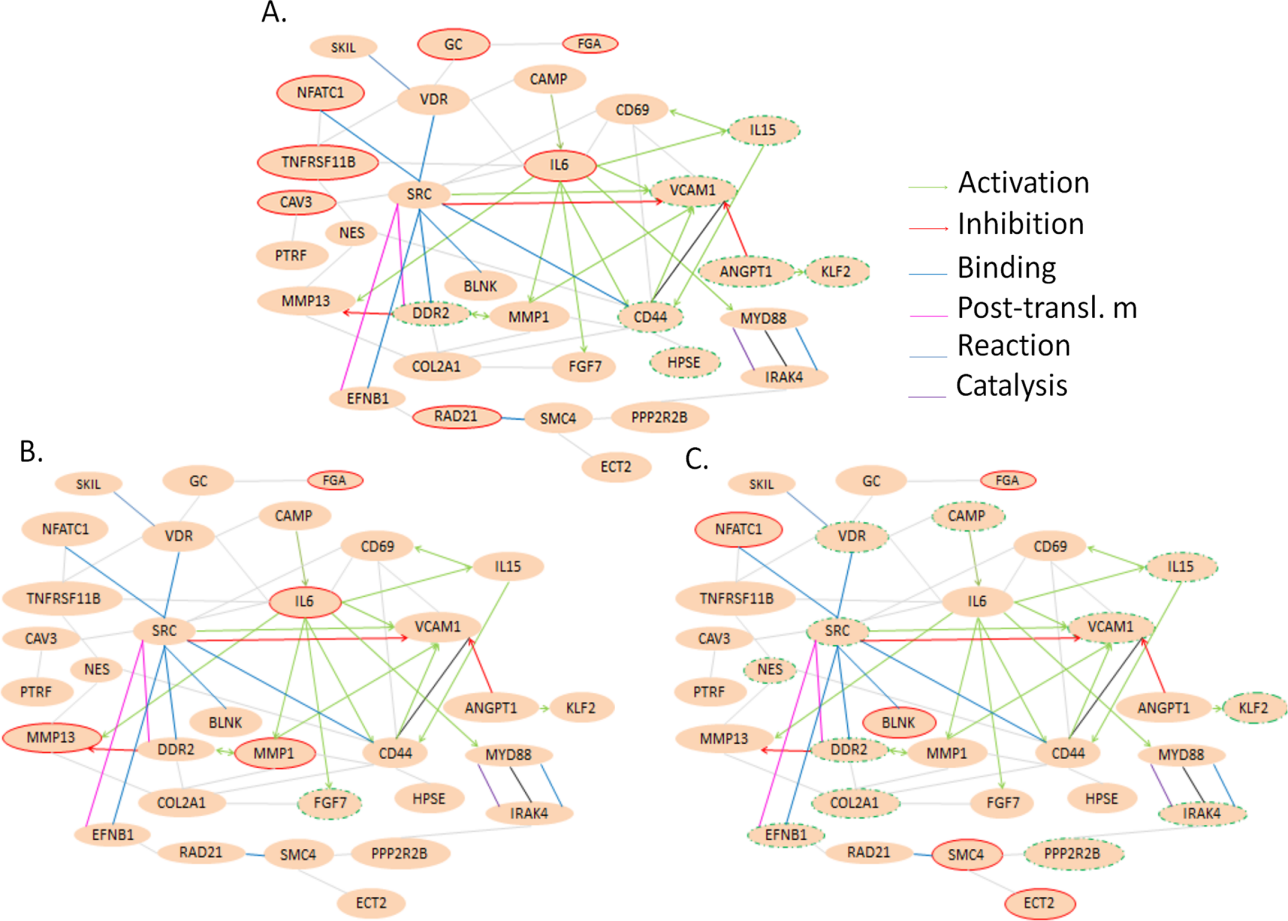
Network analysis of the differentially expressed genes in small yellow follicles of heat-stressed broiler-type B strain Taiwan country chickens. (A) H2R0, recovered for 0 h after heat stress; (B) H2R2, recovered for 2 h after heat stress; (C) H2R6, recovered for 6 h after heat stress.

### Validation of representative differentially expressed genes in the SYFs of broiler-type B strain TCCs after acute heat stress

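For the 8 genes of Table 2, the array probe was the one in the supplementary tables or, failing that, the one with the accession of Table 1 and the highest mean signal. All 8 probes were well above background on all 12 arrays. None of the 24 comparisons of a gene with control passed the adjusted threshold, and the smallest adjusted p from limma was 0.215, for *COL2A1* at H2R6. Without H2R0 replicate 2, the differences of *HSP25*, *IL6*, *VTG2*, *PTRF* and *KLF2* at H2R0 did pass it, and with only the 2 groups compared in the fit that of *HSP25* at H2R2 did.

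**Figure D3:**
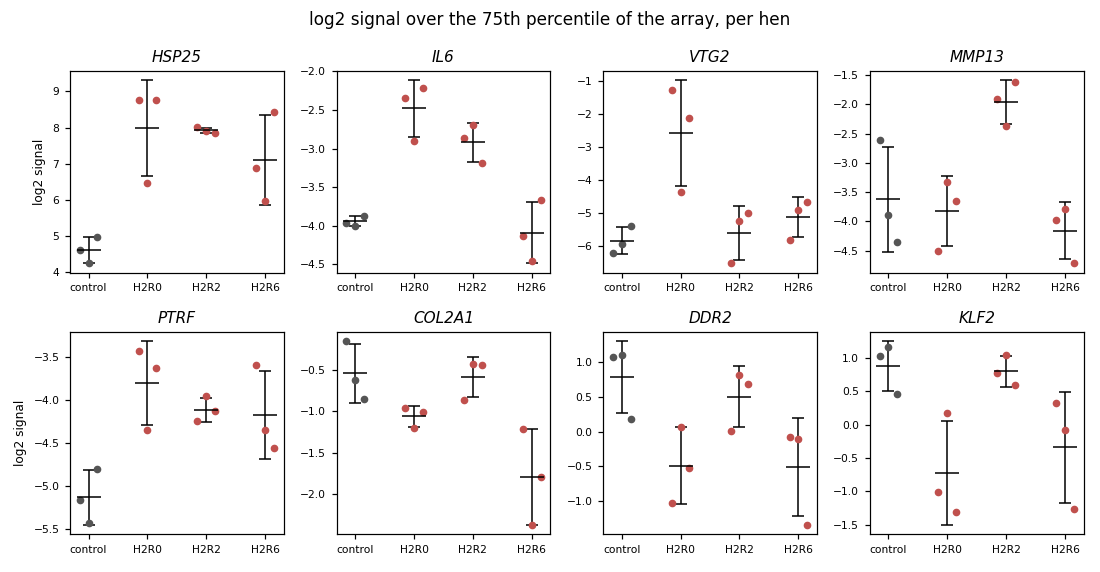
Level (log2 relative to the array's 75th percentile) of the 8 genes of Table 2 in each hen, by group. Dots are hens, and bars are means ± SD of 3 hens. For *HSP25*, H2R0 replicate 2 lies at 6.46 between the control hens and the 2 other H2R0 hens, both at 8.76.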

Through functional annotation pathway analysis, 8 significantly changed genes revealed through microarray analysis were further validated using qRT-PCR (Table 2). The coefficient of variation of Cp value of GAPDH in the 4 groups ranged from 1.2% to 2.3% and implied that the heat stress did not affect its expression. 

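*HSP25* (probe A_87_P293458, chromosome 27 of galGal3, 4487171 to 4487230) was at 4.6, 4.23 and 4.97 in the control hens and rose to 7.99 ± 1.33 (SD, n = 3 hens) at H2R0, 7.92 ± 0.07 at H2R2 and 7.09 ± 1.25 at H2R6. These are 10.5-, 10- and 5.6-fold changes (SE 0.65 on the log2 scale, adjusted p = 0.359, 0.516 and 0.219), and every heated hen lay above every control hen (exact two-sided permutation test, p = 0.1 at each time, the smallest that 3 against 3 hens allow). *IL6* (A_87_P037453, chromosome 2, 30896167 to 30896226) was at -3.94 ± 0.06 in control, -2.48 ± 0.37 at H2R0, -2.92 ± 0.25 at H2R2 and -4.09 ± 0.4 at H2R6. It was 2.75-fold of control at H2R0 and 2.04-fold at H2R2 with no overlap of hens, and 0.905-fold at H2R6 (exact permutation p = 0.7; adjusted p = 0.359, 0.548 and 0.821). The direction at H2R6 was not stable, with a log2 difference of 0.47 when the slide was a block. *VTG2* (A_87_P009239, chromosome 8, 17212489 to 17212548) was at -1.27, -4.36 and -2.12 in the H2R0 hens, a 9.62-fold difference of the means (SE 0.68 on the log2 scale, adjusted p = 0.359). At H2R2 and H2R6 it was at -5.61 ± 0.81 and -5.13 ± 0.6, or 1.18- and 1.65-fold (adjusted p = 0.989 and 0.659). *MMP13* (A_87_P037942, chromosome 1, 186741026 to 186741085) was at -3.62 ± 0.9 in control, -3.83 ± 0.6 at H2R0, -1.96 ± 0.38 at H2R2 and -4.16 ± 0.49 at H2R6. It was 3.16-fold of control at H2R2 (SE 0.45 on the log2 scale, adjusted p = 0.56; exact permutation p = 0.1). It was 0.864-fold at H2R0 and 0.688-fold at H2R6 (exact permutation p = 0.8 and 0.5), and without control replicate 1 the log2 difference at H2R0 was 0.29.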

Consistent with the microarray analysis, *HSP25*, *IL6*, *VTG2*, and *MMP13* were upregulated after heat stress. 

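*COL2A1* was read from probe A_87_P294113 on chromosome Un_random of galGal3, 31472583 to 31472642. It was at -0.54 ± 0.36 (SD, n = 3 hens) in control, -1.06 ± 0.13 at H2R0, -0.58 ± 0.24 at H2R2 and -1.79 ± 0.58 at H2R6. The fold of control was 0.698, 0.974 and 0.42 (SE 0.28 on the log2 scale, adjusted p = 0.379, 0.997 and 0.215). All hens at H2R0 and H2R6 lay below all control hens (exact two-sided permutation test, p = 0.1), and those at H2R2 did not (p = 0.9). The log2 difference of -0.04 at H2R2 was 0.16 without control replicate 1, and 0.05 with the slide as a block. *KLF2* (probe A_87_P062211, chromosome 28, 3941797 to 3941856) was at 0.88 ± 0.37 in control, -0.72 ± 0.78 at H2R0, 0.8 ± 0.23 at H2R2 and -0.34 ± 0.83 at H2R6. The hens were at -1.01, 0.17 and -1.31 at H2R0 and at 0.32, -0.08 and -1.27 at H2R6, against 0.46 for the lowest control hen. The fold of control was 0.331, 0.948 and 0.428 (SE 0.44 on the log2 scale, adjusted p = 0.359, 0.996 and 0.274). The difference at H2R2 was smaller than the spread between hens, and 0.06 without control replicate 2.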

*COL2A1* and *KLF2* expressions were reduced by the acute heat stress in both the microarray and qRT-PCR analyses. 

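On the arrays *PTRF* (probe A_87_P009772, chromosome 27 of galGal3, 4574658 to 4574717) was at -5.13 ± 0.32 (SD, n = 3 hens) in control, -3.8 ± 0.49 at H2R0, -4.11 ± 0.14 at H2R2 and -4.17 ± 0.51 at H2R6. These are 2.51-, 2.03- and 1.95-fold changes (SE 0.3 on the log2 scale, adjusted p = 0.359, 0.571 and 0.233), and all heated hens lay above all control hens. *DDR2* was read from the probe with the accession of Table 1, A_87_P078346 on chromosome 8, 3830440 to 3830499, which the files name *HSD17B7*. It was at 0.78 ± 0.52 in control, -0.49 ± 0.55 at H2R0, 0.5 ± 0.44 at H2R2 and -0.51 ± 0.71 at H2R6. The fold of control was 0.413, 0.824 and 0.408 (SE 0.41 on the log2 scale, adjusted p = 0.359, 0.973 and 0.24). All hens at H2R0 and H2R6 lay below the lowest control hen at 0.18 (exact two-sided permutation test, p = 0.1), and at H2R2 the groups overlapped (p = 0.5).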

*PTRF* and *DDR2* expression of qRT-PCR differed from those of the microarray analysis, and *DDR2* was upregulated after 2-h recovery in the qRT-PCR analysis. *PTRF* expression did not significantly differ after acute heat treatment in the qRT-PCR analysis.

**Table 2:** Multiples of changes of significantly differentially expressed genes in small yellow follicles of broiler-type B strain Taiwan country chickens after acute heat stress determined using microarray and quantitative reverse transcription polymerase chain reaction analyses.

Fold change*	Gene^a^							
	*HSP25*	*IL6*	*VTG2*	*MMP13*	*PTRF*	*COL2A1*	*DDR2*	*KLF2*
H2R0/CTL								
M	34.42	2.54	8.88	0.76	2.18	0.68	0.41	0.32
Q	54.40	1.93	3.37	0.96	0.91	0.81	1.09	0.27
H2R2/CTL								
M	38.20	2.11	1.21	3.21	2.08	0.98	0.82	0.95
Q	36.39	3.05	1.01	3.40	0.84	0.48	3.98	0.32
H2R6/CTL								
M	10.46	0.96	1.75	0.73	2.03	0.43	0.41	0.43
Q	8.40	1.82	1.65	0.82	0.74	0.53	0.94	0.34

* Multiples of changes of two-fold or higher increase or decrease were defined as different (p < 0.05). The fold expression or repression of the target gene were normalized using glyceraldehyde-3-phosphate dehydrogenase as an internal control gene.

^a^ Abbreviations: *HSP25*, heat shock protein 25; *IL6*, interleukin 6; *VTG2*, vitellogenin 2; *MMP13*, metalloproteinase 13; *PTRF*, polymerase I and transcript release factor; *COL2A1*, type II alpha 1 collagen; *DDR2*, discoidin domain receptor tyrosine kinase 2; *KLF2*, Kruppel-like factor 2.

## Discussions

### Effect of acute heat stress on physiological parameters and gene expressions in the SYFs of broiler-type B strain TCCs

Numerous studies have shown that heat stress affects egg production, egg weight, egg quality, and shell quality in chickens [22,23,24,25]. Few studies, however, have explored the global changes of gene expressions in the ovarian follicles. The results of the current study showed that the respiratory rate and body temperatures of heat-stressed hens increased significantly during acute heat stress and normalized after recovery at 25°C, which is consistent with the a previous report on roosters [13]. Global gene expression changes in ovarian SYFs were associated with metabolic, developmental, immune system, multicellular organismal, apoptotic, and cellular processes, apoptosis, biological regulation, localization, response to stimulus, biological adhesion, cellular component organization (biogenesis), and reproduction changes in the SYFs after acute heat stress (Fig 3).

### Heat shock protein family genes and other stress response related genes were induced in response to acute heat stress in the SYFs of broiler-type B strain TCCs

*HSP25* expression was significantly upregulated after acute heat stress (S1 Table; Table 2). 

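*HSP25* has 2 further probes on the array. A_87_P052071, at 4487178 to 4487237 on chromosome 27 of galGal3, rose 9.22-fold at H2R0, 8.56-fold at H2R2 and 5.05-fold at H2R6 (SE 0.62 on the log2 scale). A_87_P282168, at 4486468 to 4486557, rose 43.4-fold at H2R0, 35.2-fold at H2R2 and 10.5-fold at H2R6 from a control level of 1.87 ± 0.52 (SD, n = 3 hens), with an SE of 1.41 on the log2 scale and adjusted p = 0.359, 0.56 and 0.324. For the probe with the highest mean signal, the H2R6 hens were at 6.89, 5.95 and 8.42. The log2 difference from control at H2R6 was 1.82 without H2R6 replicate 3, and 4.16 at H2R0 without H2R0 replicate 2.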

*HSP25* is a small heat shock protein (sHSP) belonging to a family of conserved and ubiquitously expressed proteins [26]. *HSP25* stabilizes the unfolding proteins and prevents them from precipitating in cells [27]. Moreover, *HSP25* refolds numerous unfolding proteins and cooperates with other chaperones when organisms are recovered under optimal environmental conditions [28,29]. The elevated *HSP25* expression in this study suggests that *HSP25* facilitates protein refolding and chaperoning for preventing protein denaturation through acute heat insults in SYFs.

Acute phase response (APR) is a systemic and cellular reaction provoked by local or systemic disturbances in homeostasis caused by pathogen infection, tissue injury, trauma, stress, surgery, neoplasia, and immune disorders [30,31]. Numerous responses, including the production of proinflammatory cytokines (e.g., *IL6*, *IL1β*, and *TNF-α*) have been reported [32,33]. Furthermore, APR maintains physical homeostasis by activating the innate immune responses. *IL6* production during APR suppresses the production of proinflammatory cytokines without hampering the other anti-inflammatory cytokines [34]. *IL6* expression was significantly increased in the SYF (S1 Table; Table 2). 

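A second *IL6* probe, A_87_P057516, rose 2.47-fold at H2R0 and 2.29-fold at H2R2 and was at 1.24-fold at H2R6 (SE 0.45 on the log2 scale, adjusted p = 0.359, 0.653 and 0.787). Between the heated groups, the level from the first probe was lower at H2R6 than at H2R0 by a log2 difference of -1.6 (adjusted p = 0.121) and lower than at H2R2 by -1.17 (adjusted p = 0.0923), neither past the threshold.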

Functional annotation analysis suggested that *IL6* upregulates interleukin 15 (*IL15*), matrix metalloproteinase-1 (*MMP-1*), matrix metalloproteinase-13 (*MMP-13*), fibroblast growth factor 7 (*FGF7*), vascular cell adhesion molecule 1 (*VCAM-1*), myeloid differentiation primary response 88 (*MYD88*), and *CD44* (Fig 4). However, the expression of *FGF7* and *VCAM-1* was downregulated, suggesting that epithelial cell injuries were exacerbated by acute stress [35,36]. 

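*FGF7* (probe A_87_P024790, chromosome 10 of galGal3, 12192192 to 12192251) was at -3.54 ± 0.17 (SD, n = 3 hens) in control and -5.27 ± 0.65 at H2R2, or 0.302-fold of control (SE 0.39 on the log2 scale, adjusted p = 0.548; exact two-sided permutation test, p = 0.1). At H2R0 and H2R6 it was at -3.41 ± 0.51 and -3.6 ± 0.68, close to control. The 2 other *FGF7* probes were at 0.81- and 0.373-fold at H2R2. *VCAM1* (A_87_P021532, chromosome 8, 12559481 to 12559540) was at 0.47 ± 0.33 in control, -1.72 ± 1.29 at H2R0, 0.41 ± 0.28 at H2R2 and -1.19 ± 1.14 at H2R6. The fold of control was 0.219, 0.964 and 0.318 (SE 0.62 on the log2 scale, adjusted p = 0.359, 0.999 and 0.291), and its second probe gave 0.231, 0.946 and 0.423. The spread within H2R0 was wide, with hens at -2.83, -0.3 and -2.03, and without H2R0 replicate 2 the difference there passed the threshold.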

Xing et al. [37] demonstrated that *IL6* is critical in controlling the extent of local and systemic acute inflammatory responses, particularly the levels of proinflammatory cytokines. Because functional pathway analysis showed that the differentially expressed genes were primarily associated with the biological processes of reproduction, response to stress, and regulation of these responses (Fig 3), *IL6* may initiate a protective mechanism against damage induced by heat stress in the SYF cells.

*KLF2*, a eukaryotic zinc finger transcription factor, has been reported to regulate various gene expressions in response to shear stress of vasculature endothelial cells for establishing and maintaining endothelial function [38,39]. *KLF2* has 3 carboxy-terminal zinc fingers with high homology to *KLF4*, the expression of which was significantly upregulated after heat stress in several tissues [40]. Liu et al. [40] reported that the overexpression of *KLF4* increased the mortality of C2C12 murine myogenic cells. Conversely, *KLF4* deficiency reduced C2C12 cell injury after heat stress [40]. *KLF2* expression was significantly downregulated (S2 Table; Table 2), implying that *KFL2* play a role in preventing SYF damage in hens exposed to acute heat stress.

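*KLF2* was covered by 3 further probes. A_87_P148923 was at 0.442-fold of control at H2R0, 0.89-fold at H2R2 and 0.46-fold at H2R6 (SE 0.34 on the log2 scale), and A_87_P197908 at 0.336-, 0.874- and 0.374-fold (SE 0.41). A_87_P265083 was at 1.26-, 0.922- and 0.851-fold (SE 0.19), which is within 2-fold at every time. Adjusted p values from limma were at least 0.231 for all 3 of these probes. Without H2R0 replicate 2, the log2 difference of the probe with the highest mean signal at H2R0 was -2.04 and passed the threshold.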

### Acute heat stress may cause damage to the SYFs of broiler-type B strain TCCs

In chickens, vitellogenin, the major precursor protein of yolk, is synthesized in the liver [41]. Three vitellogenin genes exist, and the *VTG2* transcript is the most abundant [42]. 

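*VTG2* has 3 further probes on the array. At H2R0, A_87_P079086 was at 1.55-fold of control (adjusted p = 0.558), A_87_P265903 at 11.7-fold and A_87_P277366 at 2.49-fold (adjusted p = 0.359 for each of the 2). A_87_P265903 was well above background on 1 of the 3 control arrays. At H2R6 these probes were at 1.07-, 1.88- and 0.456-fold, the last with a signal well above background on 1 of the 3 H2R6 arrays. Of these, A_87_P079086 and A_87_P277366 carry the accession of Table 1, as does the reported probe, A_87_P009239. With single hens left out, the log2 difference of A_87_P009239 at H2R0 ranged from 2.61 without H2R0 replicate 1 to 4.15 without H2R0 replicate 2, and passed the threshold in the latter case. Over all 26 alternatives it ranged from 1.1 to 4.58.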

*VTG2* expression in SYF was significantly increased after acute heat stress (Table 2). The role of upregulated *VTG2* expression in response to acute heat stress in chickens SYFs remains unknown. In this study, the expression of *MMP1* was upregulated after acute heat stress (Table 2). 

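*MMP1* (probe A_87_P111518, chromosome 1 of galGal3, 186803790 to 186803849) was at -2.98 ± 0.53 (SD, n = 3 hens) in control, -3.11 ± 0.28 at H2R0, -1.78 ± 0.42 at H2R2 and -2.94 ± 0.48 at H2R6. It was 2.29-fold of control at H2R2 (SE 0.33 on the log2 scale, adjusted p = 0.56; exact two-sided permutation test, p = 0.1), and 0.911- and 1.02-fold at H2R0 and H2R6. A second probe, A_87_P160283, was at 2.7-fold at H2R2, 0.804-fold at H2R0 and 0.997-fold at H2R6. Compared directly, the level at H2R2 exceeded that at H2R0 by 1.33 on the log2 scale (adjusted p = 0.151), and H2R6 differed from H2R2 by -1.16 (adjusted p = 0.16).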

MMPs are zinc-dependent endopeptidases capable of degrading various extracellular matrix components [43,44]. Furthermore, MMPs play a critical role in follicular extracellular remodeling in mammalian ovaries [45]. Park et al. [46] reported that heat shock increased the *MMP1* and *MMP3* expression through an autocrine interleukin-6 loop. *IL6* inhibition by a monoclonal antibody significantly reduced the *MMP1* and *MMP13* expression in response to heat shock. *MMP1* expression was stimulated by a follicle-stimulating hormone, luteinizing hormone, progesterone, and estrogen, and remained low in the preovulatory follicles but increased in postovulatory follicles in chicken ovaries [45]. *MMP1* upregulation after heat stress thus may be disturbed by disordered secretion of sex hormones and can induce matrix disintegration in the follicles. This suggestion was further confirmed by the *COL2A1* downregulation and the transient upregulation of *MMP13* because of heat stress. 

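Of the 5 other *COL2A1* probes, those that passed the filter were at 0.89-, 0.701-, 0.672- and 0.682-fold of control at H2R6, none of them 2-fold lower. Another, A_87_P130898, failed the filter. It was well above background on 1 control array and 1 H2R6 array and gives no usable fold. At H2R0 the probes past the filter were at 1.34-, 0.994-, 1.13- and 1.25-fold. The mean of all probes of this gene that passed the filter differed there by 0.08 on the log2 scale. For *MMP13*, the level at H2R2 exceeded that at H2R0 by 1.87 on the log2 scale (adjusted p = 0.151), and the level at H2R6 differed from that at H2R2 by -2.2 (adjusted p = 0.0923). Neither difference passed the threshold. From the changes of *COL2A1*, *MMP1*, *MMP13* and *IL6*, the paper proposes that acute heat led to breakdown of the follicle's matrix and to inflammatory injury of its cells.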

*DDR2* induces *MMP13* expression [47], and *COL2A1* plays a critical role in collagen synthesis [48] and shares a majority of the total collagen genes in the ovary [49]. Liang et al. [49] reported that large amounts of misfolded procollagen were synthesized and retained in the dilated endoplasmic reticulum in *COL2A1* knockout mice [48]. In addition, *COL2A1* downregulation was observed in hypothyroid ovarian tissue, accompanied by the upregulation of *MMP1*, *MMP8*, and *MMP13* [49]. Thus, the downregulation of *COL2A1* and upregulation of *MMP1*, *MMP13*, and *IL-6* after acute heat stress suggest the proteolytic disintegration of the structural matrix and inflamed damage of the follicle cells after acute heat insults. 

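The probe that the files name *DDR2*, A_87_P009492 on chromosome 8 of galGal3 (3831466 to 3831783), does not carry the accession of Table 1. It was at 0.646-fold of control at H2R0, 0.92-fold at H2R2 and 0.452-fold at H2R6 (SE 0.26 on the log2 scale, adjusted p = 0.359, 0.986 and 0.215), so that with this probe only the difference at H2R6 exceeded 2-fold.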

In this study, *DDR2* was downregulated in H2R0 and H2R6 in the microarray analysis after acute heat stress.

*PTRF*, also known as cavin-1, participated in the dissociation of transcription complexes [50,51]. *PTRF* was recently reported to respond to mechanical stress by disassembling caveolae, [52] which, as a compact and rigid microdomain on the plasma membranes, has been implicated in several biological processes, including cell signaling, lipid regulation, and endocytosis [53]. Mechanical stress, such as osmotic swelling and unsymmetrical stretching, results in the rapid disappearance of caveolae [54]. The inner surface of caveolae is coated with a scaffolding protein formed by caveolin members [53]. *CAV3* concentration is significantly increased in damaged chicken muscle [55]. *PTRF* expression was significantly upregulated after acute stress, and *CAV3* expression was significantly upregulated at 0 h of recovery after heat stress (S2 Table; Table 2). These results indicate membrane permeability damaged by acute heat stress in SYF cells.

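Of the 3 *PTRF* probes, only the one in S1 Table rose 2-fold. A_87_P009800 was at 0.799-, 0.74- and 0.679-fold of control at H2R0, H2R2 and H2R6 (SE 0.24 on the log2 scale), and A_87_P236648 at 0.965-, 0.896- and 1.05-fold (SE 0.2). These 2 probes are listed under the accession of Table 1, and the probe in S1 Table under another. Their mean levels in control were 2.99 and 2.39, against -5.13 for the probe in S1 Table. The paper's qRT-PCR likewise gave no 2-fold rise of *PTRF*. *CAV3* (probe A_87_P115053, chromosome 12 of galGal3, 19921445 to 19921504) was at -2.44 ± 0.06 (SD, n = 3 hens) in control and -0.87 ± 1.01 at H2R0, a 2.95-fold change (SE 0.52 on the log2 scale, adjusted p = 0.359; exact two-sided permutation test, p = 0.1). The H2R0 hens were at -0.36, -2.04 and -0.22, and the log2 difference without H2R0 replicate 2 was 2.15, which passed the threshold. At H2R2 and H2R6 *CAV3* was at 0.785- and 0.859-fold. Its 2 other probes were at 1.18- and 1.29-fold at H2R0. From the rise of *PTRF* and *CAV3*, the paper concludes that membrane permeability was damaged in SYF cells.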

## Conclusions

Heat stress affects SYF gene expression in broiler-type B strain TCCs. The differentially expressed genes participated in such biological processes as metabolic, cellular, and developmental processes and biological regulation. Functional pathway analysis showed that *IL6* is a key regulator in the networks and connects the processes of reproduction, responses to stress, and regulation of such responses. The upregulation of heat shock protein 25, interleukin 6, metallopeptidase 1, and metalloproteinase 13, and downregulation of type II alpha 1 collagen, discoidin domain receptor tyrosine kinase 2, and Kruppel-like factor 2 suggest that acute heat stress induces proteolytic disintegration of the structural matrix and inflamed damage and adaptive responses of follicle cell gene expressions.

## Supporting Information

S1 Table Upregulated genes in the small yellow follicle of hens of B strain TCCs after acute heat stress. (DOCX) Click here for additional data file.

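S1 and S2 Tables pair probe identifiers with fold changes, of which S1 Table holds 82 distinct probes and S2 Table 71. Among the probes listed with a change of at least 2-fold there were 75 at H2R0, 32 at H2R2 and 82 at H2R6. Recomputed from the scanner intensities, all of them changed in the listed direction. A 2-fold change was found for 58 of the 75, 30 of the 32 and 77 of the 82. The unadjusted p of limma was below 0.05 for 74, 30 and 81 of them, and the adjusted p for 0. These probes were selected on the same hens, so the counts do not test the selection. Over all 153 probes, quantile normalization with means of log2 values gave folds within 1.1-fold of the listed ones for 153 at each recovery time. With scaling to the 75th percentile, 94 were within 1.1-fold at H2R0, and 153 at H2R2 and at H2R6.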

S2 Table Downregulated genes in the small yellow follicle of hens of B strain TCCs after acute heat stress. (DOCX) Click here for additional data file.

# Supplementary material for: Annotation of Differential Gene Expression in Small Yellow Follicles of a Broiler-Type Strain of Taiwan Country Chickens in Response to Acute Heat Stress
**Source:** PLoS One. 2015 Nov 20;10(11):e0143418. doi: 10.1371/journal.pone.0143418
**Supplement:** S1 Table

**S1 Table. Upregulated genes in the small yellow follicle of hens of B strain TCCs after acute heat stress**

# Supplementary material for: Annotation of Differential Gene Expression in Small Yellow Follicles of a Broiler-Type Strain of Taiwan Country Chickens in Response to Acute Heat Stress
**Source:** PLoS One. 2015 Nov 20;10(11):e0143418. doi: 10.1371/journal.pone.0143418
**Supplement:** S2 Table

**S2 Table. Downregulated genes in the small yellow follicle of hens of B strain TCCs after acute heat stress**

How the deposited data were processed for this re-analysis (not part of the article)

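RNA of small yellow follicles was measured on 12 one-colour Agilent chicken arrays, 1 per hen, with 3 control hens and 3 hens in each of the H2R0, H2R2 and H2R6 groups. Groups were taken from the deposited sample titles. The qRT-PCR and physiological measurements have no deposited files and were left out, as were the Gene Ontology shares and the network of Fig 4, whose annotation databases were not at hand.

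The authors extracted the scanned images with Feature Extraction 10.5.1.1. The deposited scanner tables hold, for every spot, a Cy3 intensity from which background was subtracted and which was detrended within the array, with a surrogate value where a spot was not above background. These intensities are not log-transformed and not scaled between arrays. The authors also deposited a table of log2 values with the same distribution on every array (quartiles 6.6, 8.65 and 10.89 on control replicate 1). Its correlation with the log2 intensities of the scanner tables lay between 0.9993 and 1.0 on each array, across probes. The paper's text names neither the normalization nor the test behind the array comparisons. It gives a p threshold of 0.01 in GeneSpring, taken here as unadjusted, and a false discovery rate of 0.05. It also gives flags present or marginal in at least 1 group, a 2-fold cutoff, and an arithmetic mean of replicates.

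Each array had 43803 spots other than controls, for 43603 probes. Between 6 and 22 spots per array were marked as outliers by the software and left out, 0 were saturated, and spots of the same probe were averaged. The median coefficient of variation of pixels within a spot was 3.87 to 5.92%. Intensities were taken to log2 and each array's 75th percentile was subtracted. Probes well above background on every array of at least 1 group were kept (41203), of which 41202 could be tested and 41167 had a value on all arrays. The lowest share of probes well above background was 92.7% and the highest 96.7%. The number of arrays limits the precision.

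Group means were fitted to all 12 arrays together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a block), with 8 residual and 3.28 prior degrees of freedom. Tables were read with Python 3.11.15. The comparisons were H2R0, H2R2 and H2R6 with control, and the heated groups with each other. A probe passed at a 2-fold change with a Benjamini-Hochberg adjusted p below 0.05 within its comparison. Single genes were also compared with exact two-sided permutation tests, whose smallest p for 3 against 3 hens is 0.1. Overlaps between comparisons were set beside 50 simulated data sets with unchanged heated groups. All 12 arrays were simulated, the control hens included, and the 3 comparisons shared the simulated control hens. The simulated noise was independent between probes. The 15 lists of genes (chaperones, endoplasmic reticulum stress, clock, immediate early and interferon genes, and markers of heterophils, T and NK cells, all leukocytes, macrophages, liver, erythrocytes, granulosa, theca, smooth muscle and endothelium), fixed before the data were examined, were tested with camera at a preset correlation of 0.01, adjusted over 45 tests. The chain was tested on simulated data of 41167 probes, in which 200 were changed in 1 comparison at a time. It recovered 155, 148 and 150 of them (77.5, 74 and 75%) with 12, 9 and 11 false calls, and made 0 calls in the unchanged comparisons. Of the 200, 150 were changed 4-fold or more, and 144, 139 and 143 of these were recovered. The rest were changed 2-fold and made up most of the missed probes. The shares recovered therefore do not hold for changes near 2-fold, most of which the chain would miss.

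The genes named were, by a rule set before the data were examined, every gene the paper names for the array, and the 3 largest rises and falls among probes past the threshold in each comparison with control, of which there were none. For a gene with several probes, the probe of the paper's supplementary tables was used, otherwise the probe with the accession of Table 1, and among several or failing both the one with the highest mean signal. Gene names are those in the deposited tables, and coordinates are those of the array design on galGal3. The RefSeq table gave a symbol for 11649 of the 43603 probes. Probes for *MYOC* and *A2ML1* were matched by their descriptions, after the data had been seen. Those for ChEST305c2 and ChEST478o11 were matched by the start of the clone name in the description, which other clones can share. *SOGA3* and ChEST920a4 could not be matched.

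Alternatives chosen before the data were examined concerned background correction (normexp with an offset of 50), scaling (median, quantile, none, or the authors' log2 values), the filter, blocks for the slide or for the replicate number, the hen identifier series as a covariate, fits of 2 groups only, a trended and robust spread, a Student's t-test per probe, other thresholds, gene names in place of probes, arithmetic means, the mean of all probes of a gene, and each hen left out in turn. With a normexp correction added later, each count was recomputed under 33 settings and each gene value under 26. A scan-date block was not run because all arrays were scanned on 1 day. The corrected normexp, the comparison of single probes with the supplementary tables, and the count of chaperone genes at least 4-fold above the highest control hen were added after the data had been seen. Exploration included more looks at the data than the tests reported here.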

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

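The splits of the hens between heated groups, the splits counted at an unadjusted p, the tests of slide and of single hens for the 37 probes, and the tests of an exchange of hens, of array brightness and of the slide for the chaperone genes were chosen only after the results were seen. So was the count of chaperone genes at least 4-fold above the highest control hen.

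The heated groups were compared with each other, which tests whether the change from control differs between recovery times. The paper does not report this comparison. In limma, 3 probes passed the threshold between H2R2 and H2R0, 0 between H2R6 and H2R0, and 37 between H2R6 and H2R2, of which 15 were higher and 22 lower at H2R6. The unadjusted p was below 0.05 for 9100, 7516 and 6163 of the 41202 probes. The 3 probes, named here after their values were seen, were ALDH18A1 (log2 difference 2.03, SE 0.22), MMP16 (1.48, SE 0.17) and TC381832 (1.7, SE 0.2), all higher at H2R2 (adjusted p = 0.0361). They were also lower at H2R6 than at H2R2, by -1.86, -1.16 and -1.51. Among the 37, chosen for mention after the values were seen, all 3 LDHA probes were lower at H2R6 (-1.31, -1.4 and -1.32), as were STC1 (-2.22) and DIO2 (-1.85), and both LGSN probes were higher (3.39 and 2.32).

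These counts were not stable. With only the 6 arrays compared, the real count was 0 for H2R6 and H2R2 and 0 for H2R2 and H2R0. Every one of the 10 splits then gives as many, whatever the values, so these 2 counts of splits decide nothing. For H2R6 and H2R0, 2 of 10 splits gave as many as the real count of 1. At 2-fold and an unadjusted p below 0.05, as many probes as in the real groups were found in 3 of 10 splits for H2R2 and H2R0, 2 of 10 for H2R6 and H2R0, and 2 of 10 for H2R6 and H2R2. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded. With the slide as a block 16 probes passed between H2R6 and H2R2. A single H2R2 hen shares slide 3 with the H2R6 hens, so the slide and the recovery time cannot be told apart for these probes. Leaving out 1 hen left 0 probes in 6 of 12 cases and raised the count to 442 without H2R2 replicate 3, and to 141 without H2R0 replicate 2. The count for H2R2 and H2R0 rose to 2662 without H2R0 replicate 2, and that for H2R6 and H2R0 to 1058 without H2R2 replicate 3. Each of these fits is also smaller, so the role of a single hen remains open, as does the recovery time itself.

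Among 49 chaperone genes that the paper does not name, 8 were at least 4-fold above the highest control hen in H2R0 replicate 1, 8 in H2R0 replicate 3, 7 in H2R6 replicate 3 and 1 in H2R2 replicate 1. In H2R0 replicate 2, H2R2 replicates 2 and 3 and H2R6 replicates 1 and 2 there was none. The paper does not discuss this signal. The median of the 49 genes over the control mean was 0.83, -0.17 and 0.83 in the H2R0 hens, 0.21, 0.05 and 0.14 in the H2R2 hens, and -0.32, -0.29 and 0.67 in the H2R6 hens. HSPA2 was at 4.28, -0.65 and 4.37 over the control mean in the H2R0 hens and at -1.14, -1.35 and 4.1 in the H2R6 hens. HSP25, which the paper names, was above every control hen in all 9 heated hens.

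Array brightness does not account for the chaperone pattern. The 3 arrays had the lowest 75th percentiles of the 12, at 1388.8, 1322.0 and 1550.7, but without any scaling 6, 7 and 7 of the genes were still at least 4-fold above the highest control hen, so at least 6 on each array. A slide effect is excluded as well, since the 3 hens lie on 3 different slides and other hens on each of them lack the signal. An exchange of H2R0 replicate 2 with H2R6 replicate 3 is a candidate explanation that could not be settled. Over 200 probes of chaperone and endoplasmic reticulum stress genes, the differences of H2R6 replicate 3 from the control mean correlated at 0.98 and 0.98 with the other H2R0 hens and at -0.05 and -0.24 with the other H2R6 hens. Those of H2R0 replicate 2 correlated at -0.01 and 0 with the other H2R0 hens and at 0.68 and 0.71 with the other H2R6 hens. Over probes in none of the lists, H2R6 replicate 3 was also closer to the H2R0 hens (0.73 and 0.64, against 0.43 and 0.25). H2R0 replicate 2 was not closer to either group there (0.2 and 0.25 with H2R0, and at most 0.2 with H2R6), which leaves the exchange undecided. Over the clock probes, H2R0 replicate 2 was closer to the H2R6 hens (0.45 and 0.48, against -0.21 and -0.03 with H2R0) and H2R6 replicate 3 to the H2R0 hens (0.83 and 0.83, against 0.6 and 0.43), in the direction of an exchange. Over all probes, H2R0 replicates 1 and 3 and H2R6 replicate 3 lay apart on the first principal component (98.2, 110 and 63.2), and all other hens were between -59.8 and -8.7. These correlations are across probes, which are not independent replicates, and all of them share the control mean. Of the 10 splits of the H2R0 and H2R6 hens, the one that exchanges these 2 hens gave 2227 probes past the threshold, where the real groups gave 1. That split puts the 3 hens with high chaperone genes together, whatever caused their pattern, so its count does not decide between explanations. Hens may also differ in how strongly chaperone genes respond to heat and how long their transcripts stay raised, a biological explanation that was not tested. A longer rise alone would not account for H2R0 replicate 2, which was sampled with no recovery and whose median of the 49 genes was -0.17.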

How the results depend on the processing

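The corrected normexp and the test of bright local background were chosen only after the data were seen. The values below are numbers of probes past the threshold in limma unless another test or threshold is named. The reported counts are 0 for each of the 3 heated groups against control, 3 for H2R2 against H2R0, 0 for H2R6 against H2R0, 37 for H2R6 against H2R2, 0 in any comparison with control, and 0 higher and 0 lower in all 3 heated groups. Comparisons not named for a setting stayed within 1.5 times the reported count.

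Quantile normalization, the authors' log2 values, the filters of at least 1 of 12 and of all 12 arrays, and adjusted p alone left every count within that limit. Normexp gave 0 for H2R2 against H2R0 and 0 for H2R6 against H2R2, and the corrected normexp 7 for H2R2 against H2R0. Median scaling gave 7 for H2R2 against H2R0. No scaling gave 0 for H2R2 against H2R0 and 10 for H2R6 against H2R2, and no filter 14 for H2R6 against H2R2. With the slide as a block, 3 probes passed at H2R0 and 1 at H2R6, 4 in any comparison with control, 1 for H2R2 against H2R0, 1 for H2R6 against H2R0 and 16 for H2R6 against H2R2. The hen identifier series as a covariate gave 1 at H2R0, 1 in any comparison with control, 1 for H2R6 against H2R0, and 0 for H2R2 against H2R0 and for H2R6 against H2R2. Fits of only the 2 groups compared gave 1 at H2R2, 1 in any comparison with control, 1 for H2R6 against H2R0, and 0 for H2R2 against H2R0 and for H2R6 against H2R2. A trended and robust spread gave 13 for H2R2 against H2R0. Gene names in place of probes gave 19 for H2R6 against H2R2, where fewer features were tested. Apart from that, the cause was not tested.

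The replicate number as a block gave 0 for H2R2 against H2R0 and 3 for H2R6 against H2R2. The numbers do not pair the hens. Of 18 pairs of same-numbered arrays 5 had deviations correlated above 0.1, in a range of -0.36 to 0.46.

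Looser thresholds gave more probes by their construction. In the order H2R0, H2R2 and H2R6 against control, H2R2 against H2R0, H2R6 against H2R0, H2R6 against H2R2, any comparison with control, higher in all 3 and lower in all 3, 2-fold with an unadjusted p below 0.05 gave 1221, 359, 666, 1312, 1495, 923, 1932, 15 and 8. With an unadjusted p below 0.01 it gave 344, 167, 344, 530, 961, 540, 763, 5 and 3. A 2-fold change alone gave 1777, 601, 1037, 1952, 1992, 1271, 2660, 55 and 47. A Student's t-test with 2-fold and an unadjusted p below 0.05 gave 435, 220, 418, 429, 1180, 595, 985, 5 and 2. After Benjamini-Hochberg adjustment that test gave 1 at H2R0, 1 in any comparison with control, and 0 for H2R2 against H2R0 and for H2R6 against H2R2.

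With each hen left out in turn, the counts ranged from 0 to 1442 at H2R0, 0 to 1 at H2R2 and 0 to 1 at H2R6 against control, 0 to 2662 for H2R2 against H2R0, 0 to 1058 for H2R6 against H2R0, 0 to 442 for H2R6 against H2R2, and 0 to 1442 in any comparison with control. They stayed at 0 for probes higher and lower in all 3 heated groups. The highest values at H2R0 (890 higher and 552 lower) and for H2R2 against H2R0 arose without H2R0 replicate 2, and those for H2R6 against H2R0 and against H2R2 without H2R2 replicate 3. A fit without 1 hen assumes that the groups keep their spread, and the cause was not tested.

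Of 78 gene values, each under 26 alternatives, 57 kept their direction under every one. Adjusted p fell below 0.05 in 15 cases. In 14 of them H2R0 replicate 2 was left out (HSP25, MYOC, PTRF, ABI3, A2ML1, IL6, FGA, NFATC1, TNFRSF11B, CAV3, IL15, KLF2, VCAM1 and VTG2 at H2R0), and in the other HSP25 at H2R2 was tested in a fit of the 2 groups alone. The other 21 changed direction under at least 1 alternative, and none of the changed values passed the threshold. Their log2 differences follow.

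Normexp gave -0.33 and -0.22 for PTRF at H2R2 and H2R6, -0.37 for GC at H2R0, -0.05 for FGA at H2R2, -0.05 for BLNK at H2R6, -0.04 for CD44 at H2R0, -0.86 and -0.58 for VTG2 at H2R2 and H2R6, and 0.01 for KLF2 at H2R2. On control replicate 1, 3 spots lay far below a bright local background, and the fitted background mean was -744.7 there against -38.7 to -30 on the other arrays. With the local background of such spots set to the array's median, the mean became -34.6 and 0 gene values remained opposite, which makes bright local background on that array a candidate cause.

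Median scaling gave 0 for COL2A1 at H2R2. No scaling gave -0.14 for RGPD1, -0.22 for ChEST305c2 and -0.22 for GC at H2R0. The slide as a block gave 0.28 for GAL2, 0.15 for GAL7 and 0.05 for COL2A1 at H2R2, and 1.22 for FGA and 0.47 for IL6 at H2R6. Arithmetic means gave -0.08 for ChEST305c2 at H2R0. The mean of all probes gave 0.23 and 0.31 for ChEST305c2 at H2R2 and H2R6, -0.09 for FGA at H2R2, -0.43 for CD44 and 0.08 for COL2A1 at H2R0, and 0.08 for IL6 at H2R6. For these settings the cause was not tested.

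With each hen left out, the direction changed within the ranges -0.49 to 0.6 and -0.94 to 0.16 for ChEST305c2 at H2R0 and H2R6, 0 to 0.55 and -0.1 to 0.27 for RGPD1 at H2R0 and H2R2, -0.03 to 0.56 and -0.31 to 0.18 for FGA at H2R2 and H2R6, -0.58 to 0.29 for MMP13 at H2R0, -0.19 to 0.16 for COL2A1, -0.29 to 0.06 for KLF2 and -0.05 to 0.71 for VTG2 at H2R2, and -0.35 to 0.04 for IL6 at H2R6.

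Of the 45 tests of gene lists, 24 passed by camera with a preset correlation of 0.01, and 0 by fry and 0 by camera with an estimated correlation. Median scaling gave 24, quantile normalization 23, the replicate block 24 and normexp 27, of which 20 were shared. A block for the scan date was not run, since all arrays were scanned on 1 day. The reported probes of the named genes were well above background on all arrays. Some were low all the same, such as VTG2 at -6.22, -5.93 and -5.4 in the control hens. An effect of low signal on such folds is therefore not excluded.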

Differences from the paper's values

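The paper's counts are of genes and those given here of probes past a 2-fold change with an adjusted p below 0.05 in limma. The paper reports 406 genes differing from control in any heated group, and the count here is 0. The paper's 219 higher and 187 lower genes stand against 0 and 0. At H2R0, H2R2 and H2R6 the paper gives 203, 90 and 147 differing genes, and the counts here are 0, 0 and 0. The paper's genes higher in 1 group only number 69, 51 and 15, and those lower in 1 group only 58, 15 and 56, against 0 in each case here. At an unadjusted p below 0.05 alone, limma gave 5701, 2701 and 5711 probes, and a Student's t-test after adjustment 1, 0 and 0. Of 33 alternatives, all but 1 set before the data were examined, 0 gave a value within 1.5 times any of these 12 counts. The paper's Fig 2 and its results section conflict at H2R6. For the genes higher at H2R6 only, the paper gives about 76 in Fig 2 and 15 in that section, and the count here is 0. The 2-fold change with an unadjusted p below 0.01 by limma, an alternative set before the data were examined, gave 98, within 1.5 times the number in Fig 2, and the other alternatives did not. The numbers in Fig 2 also add up to more differing genes at H2R6 than the 147 of that section.

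A fold is taken to differ when it lies more than 1.5-fold from the paper's and by more than the spread (SD) between hens on the log2 scale. In Table 2, 2 of 24 values differ in this sense. HSP25 at H2R6, 10.46 in the paper and 5.6 here, is more than 1.5-fold apart but within that spread. For HSP25 at H2R0 the paper's fold is 34.42, and the value here is 10.5. Among the alternatives set before the data were examined, the slide as a block (17.8), leaving out H2R0 replicate 2 (17.8) and the mean of all probes (16.1) lie within the spread between hens of the paper's value, and the others do not. For HSP25 at H2R2 the paper's fold is 38.20 and the value here 10, and none of 26 alternatives comes within the margin. Another HSP25 probe, A_87_P282168, gave 43.4 and 35.2 at H2R0 and H2R2 with the reported scaling, and 34.4, 38.1 and 10.5 at H2R0, H2R2 and H2R6 with quantile normalization, a comparison chosen after seeing the values. Of the 34 values for named genes in S1 and S2 Tables, 0 differ. Over their 153 probes, quantile normalization or the authors' log2 values with means of log2 values gave 153 within 1.1-fold of the paper's folds at each time. With arithmetic means under quantile normalization it was 130, 141 and 143. These comparisons were chosen after the data were seen.

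For the genes that the paper states to be higher at all recovery times, 13 of 15 values were higher here. ChEST305c2 was lower than control at H2R2 (0.728-fold) and H2R6 (0.821-fold) with the probe set by the rule, and higher with probe A_87_P014141 (2.95- and 2.59-fold) and with the mean of all its probes (0.23 and 0.31 on the log2 scale). The probe set by the rule carries the gene name LOC418356 and A_87_P014141 does not. They may be of different clones, so a difference from the paper is not shown for ChEST305c2. RGPD1 was less than 2-fold higher (1.18-, 1.03- and 1.51-fold), and its other probe, well above background on 2 of the 3 control arrays, gave 4.03-, 2.26- and 2.63-fold.

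The paper lists FGA as upregulated in the network at H2R6, where it was at 0.929-fold here. It was higher with the slide as a block (1.22 on the log2 scale) and without control replicate 1 or H2R6 replicate 1. S1 Table itself gives the paper's -1.04 for FGA at H2R6. CD44, listed as downregulated at H2R0, was at 1.44-fold, and at 0.38-fold with probe A_87_P016337. It was also lower with the mean of all probes (-0.43 on the log2 scale), and with normexp (-0.04), which bright local background on control replicate 1 affected. GC, listed as upregulated at H2R0, was at 1.12-fold, and at 3.69- and 1.44-fold with its other probes that passed the filter.

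The paper calls the genes of Table 2 and of the network changed, whereas none of their values passed the adjusted threshold here. Without H2R0 replicate 2, HSP25, MYOC, PTRF, ABI3, A2ML1, IL6, FGA, NFATC1, TNFRSF11B, CAV3, IL15, KLF2, VCAM1 and VTG2 passed it at H2R0, and HSP25 passed it at H2R2 in a fit of the 2 groups alone.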

Other observations

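Chosen only after the results were seen were the splits counted at an unadjusted p and the test of a single hen for the interferon list. The comparison of each H2R2 hen with H2R6 by slide was also added then. The other tests in this part were set before the data were examined.

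Other splits of the 6 hens of each comparison with control do not let chance be excluded. Past the threshold, with the 6 arrays fitted alone, the real count was 0 at H2R0 and 0 at H2R6. There all 10 splits give as many whatever the values, which decides nothing. At H2R2 5 of 10 splits gave as many as the real count of 1. At 2-fold and an unadjusted p below 0.05 the real groups gave 1309, 410 and 737 probes, and 2 of 10, 2 of 10 and 2 of 10 splits gave as many. The smallest share that 10 splits allow is 0.1.

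Slide and treatment were largely confounded. With the slide as a block, 591 of the 666 probes at H2R6 (2-fold, unadjusted p below 0.05) kept their direction and 422 were still 2-fold. At H2R0 it was 1219 of 1221 with 1068 still 2-fold, and at H2R2 342 of 359 with 279. The block also raised the number of probes at 2-fold and an unadjusted p below 0.05 to 2736, 1535 and 2676 at H2R0, H2R2 and H2R6, from 1221, 359 and 666. Single hens link the slides and the counts past the threshold are 0 without the block, so slide and treatment cannot be told apart by these counts. For the 666 probes, each hen was set against the mean of the 2 other hens of its own group. The H2R2 hen on slide 3 lay in the direction of the H2R6 change from control in 62.2%, by a median of 0.18. The size of that H2R6 change was 1.24. The H2R2 hens on slide 2 lay that way in 54.5 and 30.3%. These shares depend on each other, since each hen is part of the reference of the others. Over the other probes the same shares were 58.6, 49.5 and 39.1%. H2R0 replicate 1, on slide 1, moved that way in 67.4%, and in 59% of the other probes. On the second principal component, which held 16% of the variance, the 4 hens of slide 3 were between 27.6 and 61.9 and the other 8 at 3.9 or below, with the H2R2 hen of slide 3 at 40.5 and the other H2R2 hens at -31.1 and -47.4. Over probes in none of the gene lists, that hen's differences from the control mean correlated at 0.35, 0.3 and 0.26 with the H2R6 hens and at 0.27 and 0.06 with the other H2R2 hens. Over chaperone and endoplasmic reticulum stress probes it was closer to the other H2R2 hens (0.82 and 0.85, and at most 0.45 with H2R6). The component and the correlations over probes in no list are in the direction of a slide effect, but rest on a single hen, so its size stays open.

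The hens carry identifiers of 2 series. With the hen identifier series as a covariate 1 probe passed at H2R0, and 0 without it, which leaves its role open. The groups were sampled at different times after the start of the heat, and the clock list was examined for the time of day of sampling. None of 31 clock probes passed between H2R6 and H2R0 (0; 4 had an unadjusted p below 0.05 in limma), where no probe of any kind passed. The time of day therefore cannot be told apart from the recovery time.

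Gene lists were tested as sets with camera and a preset correlation. None of the calls held under fry or an estimated correlation. Median log2 differences are in the order H2R0, H2R2 and H2R6. Chaperones (50 genes on the array) were at 0.49, 0.19 and 0.08 (adjusted p = 7.9e-04, 0.00167 and 0.141), and endoplasmic reticulum stress genes at 0.22, 0.54 and 0 (adjusted p = 0.431, 2.0e-14 and 0.908). Clock genes were at 0.28, 0 and 0.02 (adjusted p = 0.0932, 0.033 and 0.232), and immediate early genes at 0.81, 0.07 and 0.15 (adjusted p = 0.00151, 0.0036 and 0.997). Erythrocyte genes were at 0.88, -0.1 and -0.28 (adjusted p = 2.2e-06, 0.628 and 0.14). T and NK cell genes were at -0.09, -0.23 and -0.26 (adjusted p = 0.0224, 7.7e-04 and 0.00188), genes of all leukocytes at -0.23, -0.11 and -0.29 (adjusted p = 1.2e-04, 0.628 and 0.0435), and macrophage genes at -0.53, -0.05 and -0.49 (adjusted p = 5.5e-05, 0.62 and 0.00223). The sign of the test differed from that of the median for interferon and theca genes at H2R0, macrophage genes at H2R2 and immediate early genes at H2R6, and the mean differed in sign from the median for interferon genes at H2R0 and granulosa genes at H2R2. For endoplasmic reticulum stress genes at H2R6 the median was 0, the mean -0.07 and the test pointed upward. None of these calls passed. The paper names 1 of the chaperones, 1 immediate early gene, 4 heterophil and 3 liver genes, so those lists are not fully independent of it.

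Interferon genes were at 0.02, 0.06 and 0.67 (adjusted p = 0.233, 0.433 and 1.9e-06). The list medians of the H2R6 hens were 1.96, 0.22 and -0.13, against 0.18 for the highest control hen, so 2 of 3 hens lay above every control hen, the second by a small margin. A rise in 1 hen alone was the explanation tested, and the second hen speaks against it only as far as that margin goes.

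Granulosa genes were at -0.12, -0.01 and -0.14 (adjusted p = 0.185, 0.94 and 0.431), theca genes at 0.12, -0.18 and -0.06 (adjusted p = 0.628, 0.00188 and 0.47), smooth muscle genes at -0.35, -0.71 and -0.62 (adjusted p = 9.4e-06, 2.0e-15 and 6.7e-06) and endothelial genes at 0.19, 0.03 and -0.25 (adjusted p = 0.185, 0.662 and 0.111). A shift in the share of these cells was tested. Of the 12 tests 4 passed by camera with the preset correlation and 0 by fry, so a change in cell shares remains open.

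Heterophil genes were at -0.36, -0.61 and -1.04 (adjusted p = 2.7e-04, 3.6e-07 and 9.4e-14). Fewer heterophils in the follicles of heated hens is a candidate explanation for the lower GAL2, GAL7 and SERPINB10. Without these 3 genes, the remaining 34 probes of 15 genes were lower as a set by camera, with an unadjusted value of 0.0143 at H2R0 and 4.5e-06 at H2R2, but not by fry (0.658 and 0.132). At these times the tests differ and the question stays open. At H2R6, 33 of the 34 probes were lower, with an unadjusted value of 3.0e-10 by camera and 0.0163 by fry, while the full list did not pass by fry (adjusted p = 0.329). The paper names 4 heterophil genes and only 3 were left out, so the 34 probes are not free of genes chosen on these hens. The list medians over the control mean were -0.85, -0.07 and 0.77 in the control hens and -0.92, -1.22 and -0.87 in the H2R6 hens, so control replicate 1 was nearly level with 2 of these. One probe of SERPINB10, A_87_P037960, hardly fell (0.851-fold at H2R6). Fewer heterophils at H2R6 therefore remains open too. A single control hen with high levels was tested as another explanation. Without 1 control hen, control replicate 3, the smallest fall of the 3 genes was -0.25 at H2R2 and -0.86 at H2R0, under 2-fold, so at these times 1 hen carries part of the difference. At H2R6 it was still -2.11, which a single control hen does not explain for the reported probes of these 3 genes. The rest of the list was not tested in this way.

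Liver genes were at 0.28, -0.26 and -0.19 (adjusted p = 0.00729, 0.00485 and 0.628). RNA of liver origin was tested as a source of VTG2, FGA and GC at H2R0. The median difference of the abundant liver genes ALB, APOA1, APOB and TTR there was -0.08 (-0.25, 0.09, 0.42 and -1.42). APOA1 and ALB lie at percentiles of 99.9 and 82.7 of the signal in the follicles themselves, which would hide a small share of liver RNA. APOB, FGB, FGG and AHSG, at percentiles of 42.6, 33.5, 20.2 and 36.9, rose by 0.42, 0.29, 0.28 and 0.24 at H2R0, against 3.27 for VTG2. TTR (percentile 51.8) ranged from -3.09 to 2.76 between the control hens. The small rises of APOB, FGB, FGG and AHSG argue against liver RNA. The larger rises of APOH (1.34, percentile 75) and PIT54 (1.16, percentile 19.6) at H2R0 go the other way. The rise that a given share would bring depends on levels in liver, which were not measured, so this cannot be settled. APOV1, chosen after its values were seen, was at 6.78, 0.27 and 6.12 over the control mean in the H2R0 hens and at 3.62 in H2R6 replicate 3, and VTG1 at 2.39, 0.17 and 2.68 and at 2.09. These are the hens with high chaperone genes.

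Over all probes, the first principal component held 37.2% of the variance and the second 16%. On the first, H2R0 replicates 1 and 3 and H2R6 replicate 3 were at 98.2, 110 and 63.2, and the other 9 hens between -59.8 and -8.7. These 3 are the hens with high chaperone genes and the lowest 75th percentiles of intensity.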
